# Investigating Radiotherapy Response in a Novel Syngeneic Model of Prostate Cancer

**DOI:** 10.3390/cancers12102804

**Published:** 2020-09-29

**Authors:** Charles M. Haughey, Debayan Mukherjee, Rebecca E. Steele, Amy Popple, Lara Dura-Perez, Adam Pickard, Mehjabin Patel, Suneil Jain, Paul B. Mullan, Rich Williams, Pedro Oliveira, Niamh E. Buckley, Jamie Honeychurch, Simon S. McDade, Timothy Illidge, Ian G. Mills, Sharon L. Eddie

**Keywords:** tumour microenvironment, syngeneic model, prostate cancer, radiotherapy, preclinical modelling, myeloid-derived suppressor cells

## Abstract

**Simple Summary:**

Pre-clinical models are required to develop new therapeutics to improve patient care. In the prostate cancer field, significant progress has been made in the development of in vivo models but with a predominant focus on transgenics, which are time and cost prohibitive. Conversely, other available models do not closely resemble patient disease and tumour immune microenvironment. In this study, a new graft-based model is described, using a cell-line derived from a transgenic: the DVL3 model. Grafts using the DVL3 cells retain the pathological and immunological features of localized clinical disease, whilst genetically the model is sustained by poor prognosis drivers of disease progression. Irradiating tumours post-engraftment leads to remodeling of the tumour immune microenvironment and increased expression of genes associated with nucleic acid sensing pathways and the type I interferon response. This paper establishes this model as resource for the pre-clinical characterization of new prostate cancer therapies and biological responses to treatment.

**Abstract:**

The prostate cancer (PCa) field lacks clinically relevant, syngeneic mouse models which retain the tumour microenvironment observed in PCa patients. This study establishes a cell line from prostate tumour tissue derived from the *Pten^−/−^/trp53^−/−^* mouse, termed DVL3 which when subcutaneously implanted in immunocompetent C57BL/6 mice, forms tumours with distinct glandular morphology, strong cytokeratin 8 and androgen receptor expression, recapitulating high-risk localised human PCa. Compared to the commonly used TRAMP C1 model, generated with SV40 large T-antigen, DVL3 tumours are immunologically cold, with a lower proportion of CD8+ T-cells, and high proportion of immunosuppressive myeloid derived suppressor cells (MDSCs), thus resembling high-risk PCa. Furthermore, DVL3 tumours are responsive to fractionated RT, a standard treatment for localised and metastatic PCa, compared to the TRAMP C1 model. RNA-sequencing of irradiated DVL3 tumours identified upregulation of type-1 interferon and STING pathways, as well as transcripts associated with MDSCs. Upregulation of STING expression in tumour epithelium and the recruitment of MDSCs following irradiation was confirmed by immunohistochemistry. The DVL3 syngeneic model represents substantial progress in preclinical PCa modelling, displaying pathological, micro-environmental and treatment responses observed in molecular high-risk disease. Our study supports using this model for development and validation of treatments targeting PCa, especially novel immune therapeutic agents.

## 1. Introduction

Prostate cancer (PCa) is the most common cancer in men and the fifth leading cause of cancer deaths [1]. It is estimated that 1.3 million new cases of PCa were diagnosed worldwide in 2018 alone [1]. The vast majority of PCa (91%) is localised disease at diagnosis [2], and can be treated with a range of therapeutic modalities including surgery, androgen-deprivation therapy (ADT) and radiotherapy (RT). Unfortunately, roughly 30% of high-risk localised PCa will develop into aggressive metastatic disease [3], with limited treatment options. The current standard of care for these patients is ADT, but this has many adverse side effects and has a median relapse rate of only 11 months [4].

As a result, efforts have focused on the use of RT, as it can be utilised to treat both localised and metastatic disease, with comparable patient outcomes to radical prostatectomy [5]. However, one major challenge in enhancing RT response, by combining this modality with other treatments, is the paucity of appropriate preclinical PCa models in which to test these combinations. Immune comprised mice are required for xenograft models, thus failing to recapitulate the patient tumour microenvironment (TME) and the critical role the immune component plays in both therapeutic response and relapse of disease.

The most commonly used immune-competent model is the TRAMP C1 murine cell line, which can be syngenically, subcutaneously grafted to generate more uniform, accessible prostate tumours [6]. The TRAMP C1 model was generated by engineered expression of viral SV40 large T-antigen. Unfortunately, TRAMP C1 allografts develop neuroendocrine tumours which are rare clinically, rather than adenocarcinomas which are most often seen in PCa patients [7]. 

Consequently, novel PCa models that more accurately recapitulate human tumours and the surrounding TME are urgently required, in order to continue to develop and improve PCa treatment. *PTEN* deletion occurs in ~20% of localized PCa, and is implicated in RT failure [8,9], however, an engraftable mouse syngeneic model with *Pten* deletion, which can be utilised to investigate host response to radiotherapy has long been lacking. In this study we have developed a syngenic model from the *Pten^−/−^/trp53^−/−^* transgenic mouse tumour [10]; the DVL3 cell line (derived from tumour formed from the dorsal, ventral and lateral prostate lobes. These lobes are most similar to the peripheral zone of the human prostate where 75–85% of adenocarcinomas originate [11]; whereas, the anterior lobe of the mouse prostate is considered analogous to the central zone which rarely develops cancer in the human prostate [12].

DVL3 cells develop tumours in immune competent, C57BL/6 mice that retain morphological, lineage and immune characteristics of localised, high-risk PCa. These tumours respond to RT, retain androgen receptor (AR) expression and sensitivity to androgens, and display an immune ‘cold’ phenotype with tumours being poorly infiltrated by T-cells, and heavily infiltrated with myeloid cells, which is primarily driven by *Pten* loss [13]. Clinically, human prostate cancers are broadly classified as non-T-cell inflamed/ ‘cold’ tumours [14], and PTEN deficiency is associated with an immunosuppressive TME [15]. The DVL3 model accurately mimics both patient disease and TME and is therefore ideal for future pre-clinical evaluation of novel treatment combinations including immune therapeutic agents.

## 2. Results

### 2.1. DVL3 Cell Engraftment in Immunocompetent Mice Results in Tumour Formation, which Accurately Models Human Prostate Adenocarcinoma 

Murine cell lines were generated via spontaneous immortalisation of normal prostate epithelium (mPECs) and prostate tumours (DVL3) (Supplementary Figure S1). To establish tumorigenic potential, both mPEC and the DVL3 cells were subcutaneously implanted into wild-type C57BL/6 male mice, as all cell lines were originally generated from the C57BL/6 strain. Engrafted tumour growth rate was compared to the established TRAMP C1 model. Mice engrafted with mPEC cells did not develop any sign of disease after 12 weeks (data not shown), consistent with their status as untransformed, but spontaneously immortalised wild-type prostate epithelial cells. DVL3 tumours grew at a similar rate to the TRAMP C1 model, with measurable tumour established after 4 weeks post-inoculation (Figure 1A). DVL3 tumours displayed heterogeneous pathology with neoplastic, glandular structures akin to human acinar adenocarcinoma (Figure 1B, Supplementary Figure S2A). Some regions of adenosarcoma were observed in larger, terminal endpoint tumours as previously reported arising from *Pten^−/−^/trp53^−/−^* Pb-Cre4 mice [10]. In contrast, TRAMP C1 tumours were uniformly undifferentiated and lacked glandular morphology (Figure 1B). 

PCa arises from glandular epithelium of the prostate, and retains expression of classical prostate markers including cytokeratins 5 and 8 (CK5 and CK8, basal and luminal epithelial markers respectively) [16]. Immunohistochemical staining revealed that the DVL3 tumours highly expressed CK8 throughout the entire tumour, particularly in the cells surrounding the lumen of glandular structures (representative images in Figure 1B,C with further images in Supplementary Figure S3). DVL3 tumours also had regions of CK5 positivity, with varied expression between the tumours. In comparison the TRAMP C1 tumours lacked the expression of both CK8 and CK5 (Figure 1B,C).

Androgen receptor (AR) was present in the nucleus of cells throughout DVL3 tumours but was most abundant in clustered regions lining the lumen of glandular structures. Conversely, TRAMP C1 tumours had notably less AR staining likely due to fewer glandular structures, with some tumours lacking AR expression entirely (Figure 1B,C, Supplementary Figures S2 and S3). To investigate if AR within the tumours was active, a downstream target of the AR, NKX3.1 expression was evaluated. NKX3.1 is prostate-specific protein, and thus used to identify PCa metastatic disease and is also known to be lost in castrate-resistant PCa [17,18]. Both the DVL3 and the TRAMP C1 tumours were positive for NKX3.1 throughout the tumour section (Supplementary Figures S2B and S3). Expression of CD34, which highlights endothelial cells, was also investigated, with no notable differences observed in staining intensity between the models (Supplementary Figure S2B).

Characterisation of mPEC and DVL3 cell lines was also performed to establish expression in serially passaged cell lines in vitro. qRT-PCR revealed significantly higher mRNA expression of CK5 and CK8 in mPEC and DVL3 cells compared to the TRAMP C1 cells (Figure 1D). Protein expression of CK8 was also notably higher in mPEC and DVL3 cells compared to TRAMP C1 and the DVL3 cells did not express Pten, in keeping with their origin (Figure 1E, densitometry provided in Supplementary Figure S4). All models expressed AR at both the mRNA and protein level (Supplementary Figures S2C,D and S4). Although expression of AR was higher in TRAMP C1 cells, DVL3 responded similarly to the AR antagonist (enzalutamide), as demonstrated in vitro using cell viability assay (Supplementary Figure S2E). The expression of CK8 and AR was also validated using immunofluorescence staining (Figure 1F). Interestingly, CK5 protein expression was not detectable in any of the prostate cell models when examined via immunocytochemistry (Figure 1F). 

### 2.2. DVL3 Tumours Have Immunosuppressive Microenvironment Similar to Human Prostate Adenocarcinomas

Human prostate cancers are broadly classified as non-T-cell inflamed/‘cold’ tumours with dysfunctional or suppressed tumour infiltrating lymphocytes (TILs) [14]. Pten deficient prostate cancers are also associated with an immunosuppressive TME [15]. Having established that DVL3 tumours (*Pten^−/−^/trp53^−/−^*) retained expression of several key markers of human disease, the immunological characteristic of the TME were assessed compared to the TRAMP-C1. Flow cytometry was performed for T cells (CD4+, CD8+), macrophages (F4/80), and myeloid-derived suppressor cells (MDSC), identified as dual (Gr1+/CD11b+) cells in dissociated DVL3 and TRAMP C1 (gating strategy demonstrated in Supplementary Figure S5)**,** at similar size/ tumor volume for baseline immune profiling (Supplementary Figure S6A). The DVL3 tumours have a lower proportion of both cytotoxic CD8 + T-cells (0.187% vs. 2.05%, *p* = 0.01) and CD4 + T-cells (0.36% vs. 4.31%, *p* = 0.01) compared to the TRAMP C1 tumours (Figure 2A,B). In contrast, both tumour lines have comparable level of macrophage (F4/80+) cells (Figure 2C). The DVL3 tumours have a higher proportion of MDSCs (CD11b+/ Gr1+), compared to the TRAMP C1 tumour (16.90% vs 6.61%, *p* = 0.04, Figure 2D).

Interestingly, the DVL3 tumours have higher proportion of MDSCs (CD11b+/Gr1+ cells) compared to other syngeneic mouse models, such as 4T1 (breast cancer) CT26 (colorectal cancer) and 4434 (BRAF^V600E^ melanoma) models (*p* = 0.003. 0.01, and 0.01 respectively, Supplementary Figure S6B,C). Comparison to other syngeneic models was performed using tumours that had reached terminal endpoint and thus were larger in volume. Notably, these data suggest that in the DVL3 model, irrespective of the tumour size, the relative ratio of (CD11b +/Gr1 +) cells within the leukocyte compartment is significantly higher and increases over time or as the tumour develops.

We also evaluated the CD8+ T cell using immunohistochemistry in DVL3 tumours compared to the 4434 melanoma model, which are immunologically active, ‘hot’ tumours [19] (Figure 2E). In agreement with the flow cytometry data (Figure 2A), immunohistochemistry demonstrates the DVL3 tumours are immunologically ‘cold’ having very few basal CD8+ T cells, that were sparsely distributed primarily around the tumour edge, but absent in the centre or around the tumour epithelium/ glandular structures. 

In comparison the syngeneic murine melanoma 4434 (BRAF^V600E^) model had a greater proportion of CD8 + T-cells (*p* < 0.001), which were uniformly distributed, including in the central region of the tumour (Figure 2E,F). These data demonstrate that murine DVL3 prostate tumours have immunologically inactive/ non-inflamed phenotype, with the TME primarily compromising of myeloid cells, but, lacking TILs population similar to the advanced human disease.

### 2.3. Fractionated Radiotherapy Leads to Marginal Growth Delay and Alters the Local Tumour Immune Microenvironment 

RT is a radical primary treatment administered to patients with high-risk localised PCa, and also to patients with metastatic PCa. Therefore, therapeutic response to RT was evaluated in the DVL3 model and compared to the TRAMP C1 model. Established tumours (100–200 mm^3^) were assigned to treatment groups. The mice received either a single high dose of 8 Gy, which is often prescribed to treat PCa patients with metastatic disease; or conventional fractionated RT of 2 Gy administered over 5-consecutive days, which is similar to that used to treat localised disease (Figure 3A). Both single high dose (8 Gy) and fractioned RT (5 × 2 Gy) exhibited a growth delay compared to non-treated controls (0 Gy, *p* = 0.02, Figure 3B) and this improved survival of mice with engrafted DVL3 tumour cells (*p* = 0.03 and 0.02 respectively, Figure 3C). Conversely, neither the TRAMP C1 tumour size nor survival was significantly affected by either RT regime (Figure 3D,E). This demonstrates DVL3 allograft tumours are responsive to RT, including fractionated RT, whilst TRAMP C1 do not, as previously described (summarized in Figure 3F) [20].

### 2.4. Fractionated Radiotherapy Differentially Upregulated Genes Associated with STING/ Type-1 Interferon Signalling and Myeloid Signatures 

RT induces immunological changes in tumour cells and can re-calibrate the immune contexture of the tumour microenvironment [21]. In order to establish how fractionated (5 × 2 Gy) RT altered the tumour immune microenvironment, RNA sequencing analysis was performed on DVL3 tumours excised a week after final dose of RT (Figure 3A). 

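RNA was extracted from formalin-fixed, paraffin-embedded sections of subcutaneous DVL3 tumours, 3 unirradiated (0 Gy) and 3 given 5 fractions of 2 Gy and excised 1 week after the last fraction. The unirradiated tumours carry the numbers 1, 2 and 5, and the irradiated tumours the numbers 3, 4 and 8. Because bulk sections were used, each library mixes tumour epithelium with stroma, immune cells and any host tissue in the section. The library kit primes at the 3′ end of polyadenylated RNA, so that counts do not grow with transcript length. The authors aligned the reads to mm10 with STAR and counted them per gene symbol with HTSeq-count, and the deposited values are raw counts. Reads assigned to genes ranged from 3151953 to 4703589 (median 3225628) in the unirradiated tumours and from 2995446 to 4544458 (median 3939063) in the irradiated tumours. With reads outside genes and ambiguous reads added, uniquely aligned reads ranged from 4318090 to 7108733 per tumour, and the paper states about 5-8 M mapped reads per sample; the values here use the reads assigned to genes. Gm42418, a locus that overlaps ribosomal RNA sequence, took 2.93% of gene reads in tumour 3 and 7.57% to 10.2% in the other tumours.
Differences between the groups were tested with edgeR's quasi-likelihood test after TMM normalisation, on the 12826 genes that passed its expression filter, and with DESeq2, the tool named by the paper. A gene was called at the paper's thresholds, an adjusted p under 0.05 and a log2 fold change of at least 1 in size. In counts simulated from these 6 libraries, 200 of the 12826 genes were changed. Recovery was counted at an adjusted p under 0.05, whatever the fold. EdgeR recovered 17.6% of genes changed 2-fold and 79.8% of genes changed 4-fold, and DESeq2 33.6% and 84%. On average edgeR also called 8 unchanged genes and DESeq2 23. Groups of genes were compared with 41 gene lists written from general knowledge before the data were examined; they are not the Reactome terms or the published signatures used in the paper. A list was tested with camera, which asks whether its genes differ between groups more than the other genes do, and a list score is the mean log2 CPM of its genes in 1 tumour relative to the mean over the 6 tumours. Camera called 28 of 40 lists with its preset correlation of 0.01 between genes, 22 higher and 6 lower after RT, and 0 of 40 with the correlation estimated from the data (lowest adjusted p = 0.26), where 5 lists had an unadjusted p under 0.05. Fry, a rotation test, called 0 of 40 for a shift in one direction, where 6 had an unadjusted p under 0.05, and 1 in its mixed test, which allows both directions within a list (immediate early and heat shock genes, adjusted p = 0.0182). The quality weight that voom gave a library was 0.50 for tumour 3 and 1.06 to 1.42 for the others. This weight reflects how far a tumour's values lie from the mean of its own group and is no measure of sequencing quality. Tumour 3 had the highest share of uniquely aligned reads in genes, 73.3% against 65.4% to 69.4% in the others.
The tumours differed in genes of skin and muscle. Together, 9 epidermal genes, among them Krt10, Lor and Flg, had 2367 reads in tumour 4 and 2277 in tumour 8, both irradiated, and 115 to 305 in the other 4 tumours. For 8 hair follicle genes, among them Krt25 and Tchh, there were 3257 reads in unirradiated tumour 1 and 24 to 82 in the other 5. These 17 genes belong to the skin list and were divided into these 2 kinds after the values were seen. The skeletal muscle list, of 19 measured genes, scored 1.68 in irradiated tumour 4, 0.71 in unirradiated tumour 1 and between -1.44 and 0.14 in the others.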

Interestingly, ENRICHR pathway analysis on differentially expressed genes highlighted an enrichment for pathways involved in interferon alpha/ beta (IFN-b) signalling (*p* < 0.001), IRF3 mediated activation of type-1 Interferon (IFN) pathway (*p* = 0.02), regulation of innate immune responses to cystolic DNA (*p* < 0.05), and stimulator of interferon genes (STING) mediated immune response (*p* < 0.05, Figure 4A). 

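Genes of the type I interferon response were higher in the irradiated DVL3 tumours when taken as a list. Of its 48 measured genes, 47 had a log2 fold change above 0, with a median of 0.98 (adjusted p = 3.27e-30 from camera). This call was lost with an estimated correlation (adjusted p = 0.35). The list score was -0.54 ± 0.62 (SD, n = 3 tumours) at 0 Gy and 0.54 ± 0.34 (SD, n = 3) after RT, and unirradiated tumour 5, at 0.17, lay level with irradiated tumour 8, at 0.16. Of the 48 genes, 0 were higher or lower at an adjusted p under 0.05 over all genes tested by edgeR, 32 were higher at an unadjusted p under 0.05, and 26 were higher and 0 lower when adjusted over the list alone. In 20 of them every irradiated tumour lay above every unirradiated one, where chance separates 10% of genes, counting either direction.
Rsad2 encodes viperin, an antiviral protein induced by interferon, and lies on chromosome 12 of GRCm38 from 26442746 to 26456452. Its level was 77.1 ± 48.5 CPM (SD, n = 3) at 0 Gy and 244 ± 84.8 CPM (SD, n = 3) after RT, a log2 fold change of 1.65 (standard error 0.41, adjusted p = 0.83 from edgeR and 0.00787 from DESeq2). Cmpk2, an interferon-induced nucleotide kinase next to it on the same chromosome (26469204 to 26479837), had a log2 fold change of 1.98 (standard error 0.47, adjusted p = 0.83 from edgeR and 0.0218 from DESeq2). Oasl2, of the oligoadenylate synthetase family, and Bst2, which tethers budding virus to the cell surface, had log2 fold changes of 1.26 and 1.32, with adjusted p = 0.83 from edgeR for both and 0.0179 and 0.0127 from DESeq2.
At the paper's thresholds edgeR called 0 genes higher and 0 lower of 12826; 554 genes, 277 in each direction, had an unadjusted p under 0.05, where chance gives 641.3. DESeq2 called 17 higher and 14 lower. Of the 17, 6 belong to the interferon list, namely Bst2, Cmpk2, Ifit3b, Oas3, Oasl2 and Rsad2, where 0.0794 are expected (adjusted p = 5.29e-10, one-sided Fisher's exact test). This test takes genes as independent, while the correlation estimated between genes of this list was 0.53, so its p overstates the evidence. Ifit3b may share reads with its near-identical neighbour Ifit3. The number of interferon list genes called by DESeq2 was 0 without tumour 1, without tumour 2 or without tumour 3, 3 without tumour 4, 6 without tumour 8 and 25 without tumour 5.
Of 52 measured genes of cytosolic DNA sensing and STING signalling, 35 had a log2 fold change above 0, with a median of 0.18 (adjusted p = 0.00132 from camera, and adjusted p = 0.35 with an estimated correlation). By edgeR 0 of them passed an adjusted p under 0.05 over all genes, or when adjusted over the list alone, and 7 were higher at an unadjusted p under 0.05. Zbp1, a sensor of Z-form nucleic acid, was at 137 ± 73.6 CPM (SD, n = 3) at 0 Gy and 348 ± 87.9 CPM (SD, n = 3) after RT, and it was the 1 member of this list called by DESeq2 (adjusted p = 0.0263). Ifi211, Ifi205 and Ifi209, related DNA-binding proteins that may share reads, had log2 fold changes of 0.96, 1.52 and 1.23, the last 0.63 without tumour 4. Of 17 measured genes for interferon ligands, receptors and proximal signalling, 13 had a log2 fold change above 0, with a median of 0.13 (adjusted p = 0.00645 from camera, and adjusted p = 0.53 with an estimated correlation). Camera no longer called this list without tumour 2 (adjusted p = 0.0889), without tumour 4 (adjusted p = 0.41), or with the skin list score of each tumour as a covariate (adjusted p = 0.19). The list shares 8 of its 20 genes with other lists. Its smallest unadjusted p belonged to Stat2, Irf7 and Irf9, also of the type I interferon list, and Irf1, also of the interferon γ list. Irf3, which the named pathway depends on, was at 38.4 ± 4.72 CPM (SD, n = 3) at 0 Gy and 42.0 ± 2.49 CPM (SD, n = 3) after RT, while Irf7, itself induced by interferon, was at 56.8 ± 40.2 CPM (SD, n = 3) and 162 ± 89.9 CPM (SD, n = 3), with overlapping groups. From the pathways enriched among its differentially expressed genes, the paper takes the type-1 IFN pathway as activated, and it then examined STING by immunohistochemistry.

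**Figure D1:**
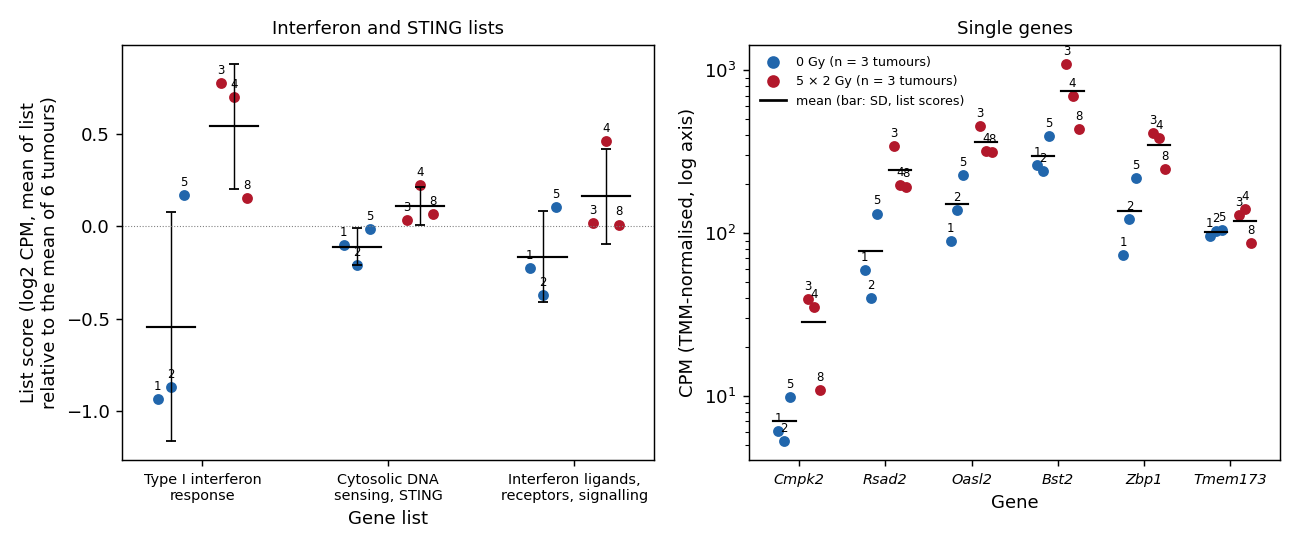
List scores (left) and TMM-normalised CPM on a log axis (right) of interferon and STING genes in each tumour, with tumour numbers beside the points, means as lines and the SD as bars for the list scores (n = 3 tumours per group). Tumour 5 at 0 Gy scored 0.17 and irradiated tumour 8 scored 0.16 on the type I interferon list, and Tmem173 (STING) overlapped between the groups.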

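Collagen genes were lower in the irradiated tumours when taken as a list. Of 26 measured collagen chains, 21 had a log2 fold change below 0, with a median of -0.74 (adjusted p = 5.81e-10 from camera, and adjusted p = 0.44 with an estimated correlation). Without tumour 3 the median was -0.49. By edgeR 0 of the 26 fell at an adjusted p under 0.05 over all genes, 14 were lower at an unadjusted p under 0.05, and 9 were lower and 0 higher when adjusted over the list alone. In 14 of the 26 every irradiated tumour lay below every unirradiated one, where chance gives 10% of genes in either direction. Col1a1, the α1 chain of the fibrillar collagen of connective tissue, lies on chromosome 11 of GRCm38 from 94936224 to 94953042. It was at 17709 ± 1498 CPM (SD, n = 3) at 0 Gy and 8012 ± 2622 CPM (SD, n = 3) after RT, a log2 fold change of -1.14 (standard error 0.30, adjusted p = 0.83 from edgeR and 0.00626 from DESeq2). Its partner Col1a2 on chromosome 6 (4504814 to 4541544) had a log2 fold change of -1.02 (standard error 0.31, adjusted p = 0.87 from edgeR). Col5a1 and Col5a2, which encode chains of the collagen that regulates fibril assembly, had log2 fold changes of -0.83 and -0.75 (adjusted p = 0.83 and 0.86 from edgeR). The collagen score was 0.25 ± 0.11 (SD, n = 3) at 0 Gy and -0.25 ± 0.48 (SD, n = 3) after RT, with -0.80 in tumour 3 against 0.01 and 0.03 in tumours 4 and 8. Tumour 3, which had the lowest voom weight, also had the lowest fibroblast score, at -0.77.
Of 38 measured matrix metalloproteinases and collagen-degrading genes, 17 had a log2 fold change below 0 and 21 above 0 (adjusted p = 0.64 from camera, direction lower, and adjusted p = 0.92 with an estimated correlation), and the median was 0.03. By edgeR 0 of the 38 passed an adjusted p under 0.05 over all genes, 5 were lower and 1 higher at an unadjusted p under 0.05, and 1 was lower and 0 higher when adjusted over the list alone. The last was Mmp11, stromelysin-3 of stromal fibroblasts, at 185 ± 29.1 CPM (SD, n = 3) at 0 Gy and 63.8 ± 27.8 CPM (SD, n = 3) after RT, a log2 fold change of -1.54 (standard error 0.29, adjusted p = 0.61 from edgeR and 0.000735 from DESeq2). Mmp14, the membrane-type collagenase that activates Mmp2, and Adamts4, an aggrecanase, had log2 fold changes of -0.78 and -0.89 (adjusted p = 0.89 and 0.83 from edgeR), and Adam8 went the other way, at 0.92 (adjusted p = 0.86 from edgeR). Among the 14 genes that DESeq2 called lower, 1 belongs to the collagen list (Col1a1, adjusted p = 0.0463 for the list, one-sided Fisher's exact test) and 1 to the metalloproteinase list (Mmp11, adjusted p = 0.0551 for the list, and 0.00226 without tumour 8). The collagen list passed with DESeq2 only in the fit without tumour 4 among those that left out 1 tumour, with 5 collagens called lower, and it had 0 called without tumour 2, 3 or 8.

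**Figure D2:**
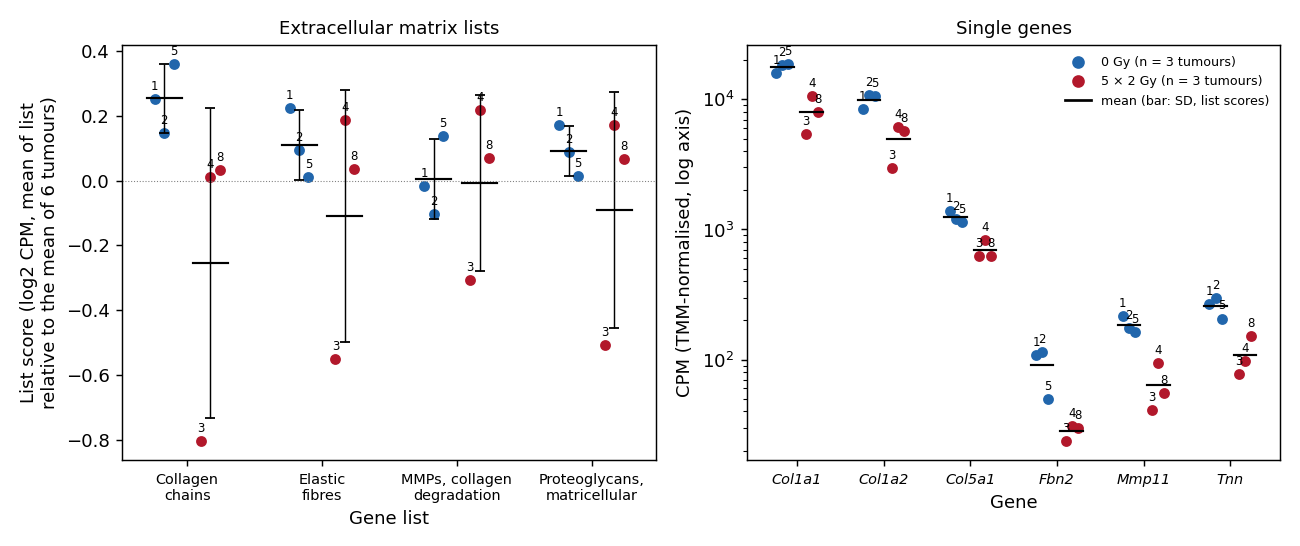
List scores (left) and TMM-normalised CPM on a log axis (right) of extracellular matrix genes in each tumour, with tumour numbers beside the points, means as lines and the SD as bars for the list scores (n = 3 tumours per group). Col1a1 was lower in each irradiated tumour than in each unirradiated one, and tumour 3 had the lowest score of the collagen list, at -0.80.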

RT also led to significant downregulation of pathways involved in extra cellular matrix remodelling, collagen degradation and activation of matrix metalloproteinases (Supplementary Figure S7A).

In order to establish phenotypic significance of the activation of type-1 IFN-pathway, the expression of STING was evaluated via immunohistochemistry in the irradiated DVL3 tumours. Fractionated RT led to a substantial, but non-significant increase in STING expression compared to non-treated controls (Supplementary Figure S7B). The increase in STING expression was primarily expressed by tumour epithelium in glandular structures. This was confirmed by multiplex immunohistochemistry, demonstrating STING co-localisation primarily in CK8+ tumour cells (Figure 4B, Supplementary Figure S8). Although STING expression was highest in tumour epithelium, this was not exclusive, as STING was also observed in the stromal and other cellular compartments (defined here as CK8 negative areas). Taken together with the RNA seq analysis, our data indicates towards a global upregulation of STING, and associated pathways within the tumour.

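STING itself (Tmem173 in the files, also Sting1) lies on chromosome 18 of GRCm38 from 35733679 to 35740554. Its level was 96.4, 103.0 and 105.0 CPM in unirradiated tumours 1, 2 and 5 and 128.7, 140.1 and 86.6 CPM in irradiated tumours 3, 4 and 8. The means were 101.5 ± 4.53 CPM (SD, n = 3) at 0 Gy and 118.5 ± 28.2 CPM (SD, n = 3) after RT, a log2 fold change of 0.22 (standard error 0.21, adjusted p = 1.00 from edgeR and from DESeq2). Of these, 2 of the 3 irradiated tumours lay above the unirradiated tumours and tumour 8 lay below them. The list of cytosolic DNA sensing and STING signalling had scores of -0.11 ± 0.10 (SD, n = 3) at 0 Gy and 0.11 ± 0.10 (SD, n = 3) after RT. Its score was higher in each irradiated tumour than in each unirradiated one, by little between unirradiated tumour 5 (-0.02) and irradiated tumour 3 (0.04). Chance separates 10% of values in either direction, and camera with an estimated correlation did not call the list (adjusted p = 0.35). Ifnb1, which encodes interferon β, had 0 reads in all 6 tumours, which at these depths allows up to 0.638 to 1.00 CPM per tumour.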

STING-dependent cytosolic DNA sensing promotes type-1 interferon response which is critical for activation and influx of MDSC population after radiation [22], and it is well documented that it can also enhance both T-and NK cell activation [23,24]. Therefore, Gene Set Enrichment Analysis (GSEA) was performed using the published gene set for MDSCs signature [25]. In the irradiated DVL3 tumours there was enrichment of the MDSC gene signature (Figure 4C; *p* = 0.007). 

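Genes that mark myeloid-derived suppressor cells were higher on balance after RT in the list used here, which is not the published signature. In GSEA with the signal-to-noise ranking and 1000 gene permutations over 23493 genes, the list had a normalised enrichment score of 2.30 (adjusted p = 0.00842 over 4 lists, permutation test of genes). Of its 35 genes tested by edgeR, 28 had a log2 fold change above 0, with a median of 0.33 (adjusted p = 5.89e-05 from camera, and adjusted p = 0.53 with an estimated correlation). By edgeR 0 of them passed an adjusted p under 0.05 over all genes, or when adjusted over the list alone, and 3 were higher at an unadjusted p under 0.05. The paper gates these cells on CD11b and Gr1 (Ly-6G). Itgam, which encodes CD11b, had a log2 fold change of 0.09, and Ly6g had 4 reads in each group, too few to be tested. Ly6c1 and Ly6c2, of the same list, had log2 fold changes of 0.61 and 0.92. The groups overlapped for Itgam, Ly6c1 and Ly6c2. Arg1, the arginase through which these cells deplete arginine, lies on chromosome 10 of GRCm38 from 24915221 to 24927484. It was at 46.3 ± 26.9 CPM (SD, n = 3) at 0 Gy and 97.8 ± 40.7 CPM (SD, n = 3) after RT, a log2 fold change of 1.07 (standard error 0.42, adjusted p = 1.00 from edgeR), and the groups overlapped. Ptgs2, the inducible cyclooxygenase, and S100a8, a calcium-binding protein of granulocytes and monocytes, were higher in each irradiated tumour than in each unirradiated one. Their log2 fold changes were 1.36 and 0.61 (adjusted p = 0.90 for both from edgeR). Vegfa, also of the hypoxia list, had a log2 fold change of 0.97 (standard error 0.47), or 0.14 without tumour 8, and its groups overlapped. The list score was -0.18 ± 0.45 (SD, n = 3) at 0 Gy and 0.18 ± 0.24 (SD, n = 3) after RT, and unirradiated tumour 5, at 0.24, scored above irradiated tumours 3 and 8. Without tumour 2, the lowest at -0.64, the enrichment score was 1.22 (adjusted p = 0.32) and camera no longer called the list (adjusted p = 0.18), nor did it with the skin list score of each tumour as a covariate (adjusted p = 0.0872). Of the 40 genes of the list, 21 also stand in another list, and gene permutations take genes as independent.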

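In GSEA the macrophage and NK cell lists passed the threshold, higher after RT, and the T cell list did not pass, which does not test the lists against one another. The differences between single tumours were larger than those between the groups. The macrophage list had a normalised enrichment score of 1.81 (adjusted p = 0.0112, permutation test of genes) and the NK cell list of 1.90 (adjusted p = 0.00853). The T cell list had a score of 0.76 (adjusted p = 0.84). These lists were written here and differ from the paper's signatures. Of 36 macrophage genes tested by edgeR, 32 had a log2 fold change above 0, with a median of 0.24 (adjusted p = 0.0042 from camera, and adjusted p = 0.63 with an estimated correlation). Of 14 NK cell genes, 13 had a log2 fold change above 0, with a median of 0.60 (adjusted p = 0.00944 from camera, and adjusted p = 0.54 with an estimated correlation). Of 20 T cell genes, 12 did, with a median of 0.12, while camera gave the direction lower (adjusted p = 0.89, and adjusted p = 0.96 with an estimated correlation). By edgeR 0 genes of the 3 lists passed an adjusted p under 0.05 over all genes, or when adjusted over the list alone, where 1 macrophage gene was higher and 1 T cell gene lower at an unadjusted p under 0.05. Lgals3, galectin-3 of macrophages and many epithelia, was at 499 ± 126 CPM (SD, n = 3) at 0 Gy and 737 ± 153 CPM (SD, n = 3) after RT, a log2 fold change of 0.56 (standard error 0.24, adjusted p = 1.00 from edgeR). Tlr2, C1qa and Msr1 had log2 fold changes of 0.87, 0.44 and 0.47. Adgre1, which encodes F4/80, was at 26.2 ± 1.46 CPM (SD, n = 3) at 0 Gy and 29.96 ± 10.7 CPM (SD, n = 3) after RT. Tumour 4 had the highest score of the 6 on all 3 lists, at 0.68 for macrophages, 1.30 for NK cells and 1.05 for T cells, and also the highest skeletal muscle score. Tumour 3, irradiated alike, had -0.28, -0.49 and -0.97. Without tumour 4 the macrophage score was -0.90 (adjusted p = 0.78), the NK cell score 0.79 (adjusted p = 0.78) and the T cell score -1.94 (adjusted p = 0.00676). Without tumour 3 the T cell list was enriched (adjusted p = 0.0109), and without tumour 2 the macrophage and NK cell scores were 0.92 (adjusted p = 0.58) and 1.26 (adjusted p = 0.32). Without tumour 2 or without tumour 4 camera called neither list, at adjusted p from 0.21 to 0.63, and with the skin list score as a covariate it called neither as well (adjusted p = 0.71 for macrophages and 0.59 for NK cells).

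**Figure D3:**
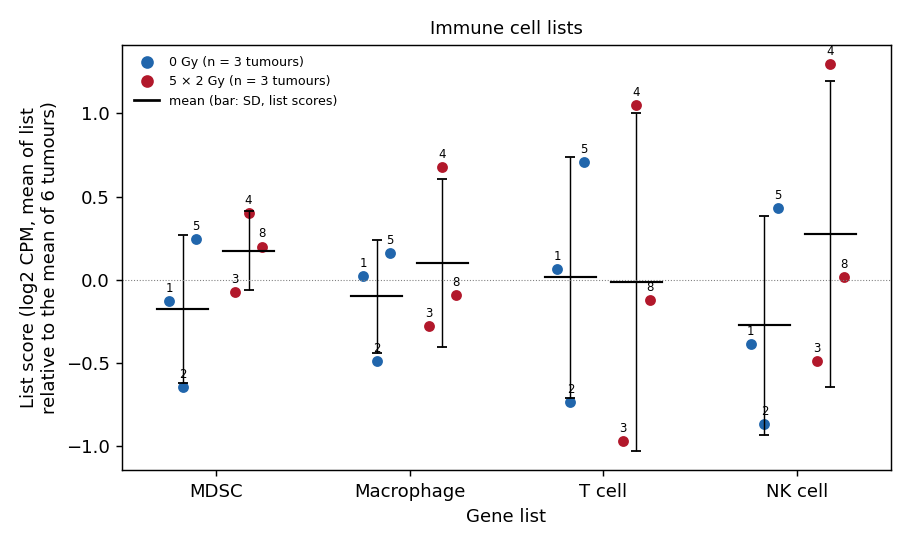
List scores of 4 immune cell lists in each tumour, with tumour numbers beside the points, means as lines and the SD as bars (n = 3 tumours per group). Tumour 4 scored highest on the macrophage, T cell and NK cell lists, and the groups overlap on all 4 lists.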

We also performed GSEA analysis for gene signatures associated with activated macrophages, T-cells and NK cells, however, interestingly our data showed only upregulation of transcripts associated with activated macrophages (Figure 4D; *p* < 0.001), but not the cytotoxic T-cells (CD8) nor the natural killer T-cells or any other associated pathways (Figure 4E,F).

### 2.5. Fractionated Radiotherapy Resulted in an Increase in Infiltration of Myeloid Cells, but no Changes Were Observed in T-Cell Infiltrates 

In order to establish how RT induces phenotypic changes in the immune cell infiltrates in our novel syngeneic tumour model, immunohistochemical staining was performed for T cells and myeloid cells. A marginal increase in natural killer T cells was observed in a portion of irradiated tumours, which predominantly localised around the necrotic areas, defined by morphological assessment and cleaved caspase-3 staining (NKp46, Figure 5A,C, Supplementary Figure S9A). Fractionated RT did not result in a significant change to the macrophage population (F4/80, Figure 5A,D). 

Using multiplex immunohistochemistry, T-cell (CD4, CD8) and myeloid cell (CD11b) expression were investigated in excised tumours (Figure 5B). RT did not result in an increase in either CD8+ or CD4+ T cells (Figure 5E,F). However, RT lead to an increase in myeloid cell infiltration (CD11b+) in the irradiated tumours compared to non-treated tumours (23.32% vs. 15.15%, *p* = 0.04. Figure 5G). As the F4/80 macrophage numbers showed no difference after administration of fractionated RT, the increase in CD11b myeloid cells could be due to an increase in either granulocytic and/or monocytic MDSCs.

Next, the expression of program cell-death ligand 1 (PD-L1) was investigated in the irradiated DVL3 tumours [26]. We have previously demonstrated that IFN-ƴ produced by CD8+ T-cells can cause adaptive upregulation of PD-L1 on tumour cells after delivery of low dose fractionated radiotherapy [27]. RT can also lead to increase in expression of PD-L1 on MDSCs and macrophages as demonstrated previously in a range of tumour models at higher doses [24]. Interestingly, in the DVL3 tumours, fractionated RT had no impact on PD-L1 expression measured as median fluorescence intensity on the surface of tumour cells, MDSCs cell or the macrophages (Supplementary Figure S9B–D).

We also investigated whether RT had an impact on macrophage reprograming from M2 to M1 phenotype. Using flow cytometric analysis, we demonstrate that although there was no significant difference in either the macrophage numbers (Figure 5H) or in the proportion of macrophages expressing MHC-II (an M1 marker) in the irradiated tumour (Figure 5I). However, the macrophages were skewed towards an immunosuppressive M2 phenotype, defined as (F480+/CD206+) cells (*p* = 0.03; Figure 5J). These findings taken together with RNA sequencing data suggest that the activation of type-1 signaling in the irradiated DVL3 tumours could be due to influx of MDSCs and activation of myeloid innate immune response pathway, and not driven by T cells.

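Scores of the interferon and MDSC lists went together in some tumours and apart in others. Unirradiated tumours 1 and 2 were the 2 lowest on both, at -0.94 and -0.87 on the type I interferon list. Irradiated tumour 3, which had the lowest voom weight, had the highest type I interferon score, 0.78, with the lowest T cell score and an MDSC score of -0.07. Irradiated tumour 4 had the next interferon score, 0.70, and the highest MDSC score, 0.40. Genes associated with interferon γ, the product of T and NK cells, had a median log2 fold change of 0.96, and all 24 measured members were above 0 (adjusted p = 1.80e-08 from camera, and adjusted p = 0.53 with an estimated correlation). Their scores were -0.20 in tumour 3, 1.33 in tumour 4 and 0.28 in tumour 8, against -0.61, -1.38 and 0.58 in unirradiated tumours 1, 2 and 5. Of 10 measured neutrophil genes, 9 were above 0 with a median log2 fold change of 0.42 (adjusted p = 0.00558 from camera), and of 19 genes of M2-associated macrophages, 18 were, with a median of 0.49 (adjusted p = 0.000979 from camera); both had an adjusted p = 0.53 with an estimated correlation. Without tumour 2 neither was called (adjusted p = 0.34 for the neutrophil list and 0.0889 for the M2 list), nor was the M2 list without tumour 4 (adjusted p = 0.30) or with the skin list score as a covariate (adjusted p = 0.62). Clec10a, a lectin of M2-type macrophages, had a log2 fold change of 1.43 (standard error 0.55, adjusted p = 1.00 from edgeR), or 0.57 without tumour 4, with overlapping groups, and Mrc1, which encodes CD206, of 0.05 (standard error 0.30, adjusted p = 1.00 from edgeR). The paper's increase in CD206 was measured as protein on macrophages by flow cytometry, which a transcript level in bulk sections does not measure. Of 16 MHC class II and M1-associated genes, 14 were above 0, with a median of 0.53 (adjusted p = 0.00325 from camera, and adjusted p = 0.56 with an estimated correlation), a call lost without tumour 2 (adjusted p = 0.18) or tumour 4 (adjusted p = 0.83, direction lower) and with the skin covariate (adjusted p = 0.64).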

## 3. Discussion

Whilst significant progress has been made in the treatment of metastatic, castration-resistant prostate cancer (CRPC), the majority of these cancers remain incurable. In order to have greater impact, it is important to understand the involvement of the TME in PCa evolution and treatment resistance, so that more effective treatment combinations can be developed for molecular high risk disease. RT remains an important treatment for primary localized PCa, and is increasingly used for treatment for metastatic disease [28,29,30,31,32]. Although both *Pten* and *p53* loss have been implicated in treatment failure, the narrow range of PCa pre-clinical models limits therapeutic development. This study has developed two novel murine cell models; mPECs, which model normal prostate epithelium and the tumorigenic DVL3 cell line derived with genetically relevant drivers (*Pten^−/−^/trp53^−/−^)* which has been extensively characterized for sensitivity to RT and TME response. Additionally, the mPEC model serves as a normal epithelial control, but also provides a key model for further genetic manipulation to examine pathways thought to be important in tumour development or immune response in a syngeneic environment. 

Transgenic tumours from which the DVL3 cells were generated, were derived via deletion of *Pten* and *trp53,* genes that are frequently mutated in human PCa and are implicated in aggressive forms of the disease [10]; thus, avoiding the introduction of tumorigenic viral proteins such as SV40 large T-antigen, which was used to generate the TRAMP C1 cell line [6]. Although the TRAMP C1 cell line has contributed significantly to PCa research, recent evidence indicates it generates neuroendocrine tumours, which clinically equates to only 0.5–2% of all PCa cases [7]. Furthermore, although other syngeneic PCa models exist [33,34] (e.g. MyC-CaP and Pten-CaP8), they have not been well characterized for their similarity to human disease, and immune microenvironment. The DVL3 cell line develops tumours that represent an adenocarcinoma phenotype much more akin to the majority of human PCa, and displays a similar TME to patient disease. The DVL3 model also sets itself apart, as it can be easily generated via subcutaneous allograft into immune-competent mice. As such, not only is it both time and cost beneficial compared with conventional GEM models, the tumours are easily accessible for therapeutic intervention, such as local delivery of RT and tumour assessment.

Transgenic models of PCa, and subsequent cell lines, generated from the *Pten^−/−^/trp53^−/−^* model generate heterogeneous tumours, forming distinct glandular structures [10]. Arguably, heterogeneity is one of the greatest benefits of this model, as most cell-based models are thought to be clonally selected due to genetic drift. As PCa is a multifocal heterogeneous disease, the derivation of a bulk DVL3 population allows for research into PCa evolution and response to treatment [35]. Tumours formed by the DVL3 model maintained the heterogeneous CK8+/CK5+ glandular structures and regions of AR positivity, similar to the tumours from which they were derived. Additionally, unlike other *Pten^−/−^/trp53^−/−^* murine cell lines, previously described in the literature, the DVL3 cells can be implanted in immune competent C57BL/6 mice, presenting with immunological cold tumour immune microenvironment, mirroring observations seen clinically [10,36].

Development of immune therapies as a method of harnessing the immune system’s anti-tumour effects has recently gained traction [36]. Immune checkpoint inhibitors (ICI) have been used successfully to treat melanoma and lung cancers; however, their impact on PCa is more limited [37]. Unlike melanoma and lung cancer, PCa has low levels of infiltrating CD8+ T cells, high proportion of MDSCs and tumour promoting M2 macrophages, therefore ICI are unlikely to work in majority of PCa patients [36,37]. Furthermore, variations in the PCa tumour microenvironment have been reported to correlate with PTEN-loss, defects in DNA repair pathways, low levels of tumour-associated antigens and differences in the immune function of patients [37]. PTEN loss occurs in 20% of primary PCa patients and has been associated with poorer overall survival [9,10,37]. Additionally, melanoma patients with PTEN loss also have lower levels of tumour infiltrating lymphocytes (TIL) [37]. We have confirmed that this is also true in the tumours resulting from DVL3 syngeneic engraftment, underscoring the more immuno-suppressed microenvironment of these tumours compared to the TRAMP C1 tumours. 

Comparing the DVL3 allografts to published transgenic models driven by *Pten* deletion highlights other similarities and opportunities for future studies. For example *Pten* deletion is known to lead to the expansion and immunosuppressive activities of Gr1^+^/CD11b^+^ myeloid derived suppressor cells (MDSC) [13]. High numbers of MDSCs in a *Pten*^−/−^ setting provide a protective effect on PCa cells from senescence, therefore sustaining tumour growth [13,38]. Mechanistically this has been observed to occur in CRPC patients and in transgenic prostate cancer models through the activation of AR signalling due to paracrine IL-23 secretion by MDSCs [39]. Furthermore, influx of tumour MDSCs has been detected following RT, an observation which has been previously associated with the RT-induced up-regulation of STING expression in tumour cells [22,40,41]. Targeting MDSC, through IL-23 inhibition, in combination with RT and ADT could therefore provide a survival benefit for PCa patients. 

STING mediated type-1 IFN production can be an effective approach to cancer therapy, due to its role in T-cell priming and dendritic cell activation. Counterintuitively, STING activation can also be immunosuppressive as previously reported [24]. In the DVL3 model, RT mediated STING activation does not result in enrichment of T- or NK cell gene signatures, nor did it result in a significant increase in the proportion of T- or NK cells, suggesting dominant immunosuppressive effects in the TME. However, we did note aggregation of NK-cells in and around necrotic areas after RT [42]. 

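Transcripts that single out T and NK cells were near the limit of detection. Cd8a had 1, 3 and 15 reads in unirradiated tumours 1, 2 and 5 and 0, 19 and 5 in irradiated tumours 3, 4 and 8. Ncr1, which encodes NKp46, had 0, 2 and 2 reads against 6, 8 and 0, and Ifng had 0, 0 and 5 against 0, 4 and 2. Among genes with enough reads to be tested, Ctsw, a protease of cytotoxic cells, was at 11.1 ± 7.91 CPM (SD, n = 3) at 0 Gy and 27.5 ± 28.9 CPM (SD, n = 3) after RT, a log2 fold change of 1.25 (standard error 0.75, adjusted p = 1.00 from edgeR), or -0.05 without tumour 4. Klrc2, an NK cell receptor, and Zap70, a kinase of T and NK cell receptors, had log2 fold changes of 1.22 (0.33 without tumour 4) and 1.01, and Cd4 of 0.12, each with an adjusted p = 1.00 from edgeR. Thy1, the 1 T cell list gene that was lower at an unadjusted p under 0.05, is also in the fibroblast list (log2 fold change -0.61). Of 40 T cell and 35 NK cell genes, 20 and 14 passed the expression filter. How well a difference in these cells can be detected at this depth was not tested.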

Further studies using the DVL3 model are necessary to clarify the role of NK-cell mediated cell killing, which may have potential therapeutic implications. Interestingly, in spite of the IFN-type-1 pathway activation, no significant change in PD-L1 expression was observed either in the tumor or macrophages after RT. It has been demonstrated that the kinetics of PD-L1 expression can be transient, time, and radiation dose-dependent [27,43]. In this study, we investigated the expression of PD-L1 at a single time point (a week after RT), and after administration of low dose fractionated RT (5 × 2 Gy). As such, further investigations are required with high radiation dose and observation and differing time points to establish the kinetics of PD-L1 upregulation on tumour cells and macrophages. Furthermore, PD-L1 expression on MDSCs can be activated by type-1 IFN in an autocrine manner, which is partially controlled by IFNAR1 expression on MDSCs [44]. Our gene expression analysis demonstrated no significant change in the expression of IFNAR1 with RT (data not shown). This may partly explain our findings, however, we cannot fully rule out other environmental factors. 

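Ifnar1, a chain of the type I interferon receptor, lies on chromosome 16 of GRCm38 from 91485238 to 91507441. It was at 20.1, 21.0 and 22.2 CPM in unirradiated tumours 1, 2 and 5 and at 13.1, 25.3 and 23.6 CPM in irradiated tumours 3, 4 and 8. The means were 21.1 ± 1.07 CPM (SD, n = 3) and 20.7 ± 6.61 CPM (SD, n = 3), a log2 fold change of -0.04 (standard error 0.29, adjusted p = 1.00 from edgeR and from DESeq2). The difference was smaller than the spread between the irradiated tumours.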

Overall, the DVL3 model recapitulates clinically relevant immune microenvironment features that have been previously observed in PCa transgenic models following RT or androgen deprivation therapy, such as influx of MDSC, M2 tumour promoting macrophages, and lack of cytotoxic T-cell priming [13,39,41]. Although similar models have previously been published upon [10,45,46], to our knowledge this is the first report of a model which has been proven to be syngeneically engraftable and is driven by relevant genetic drivers to prostate cancer (*Pten* and *trp53*), and mirrors clinical response. The genetic status of the model, resultant histological Gleason score, and immunological features suggest the DVL3 model is currently poised for extensive future work as a model of molecular high-risk localized disease, which is benefited by its cost and time effectiveness compared with other models, ease of accessibility and tumour tracking, and its accurate recapitulation of PCa patient disease. However, further characterization of the model is required to examine if it is also suitable as a model of metastatic disease via orthotopic engraftment to the prostate or bone. 

## 4. Materials and Methods

### 4.1. Cell Line Derivation and Maintenance 

Mouse prostate epithelial cells (mPEC) were generated from normal dorsal, ventral and lateral lobes of the prostate from Probasin Cre^−/−^ (Pb-Cre4) mice. Murine prostate cancer cells (DVL3) were generated from tumours derived from the dorsal, ventral and lateral prostate lobes of a *Pten^−/−^/trp53^−/−^* Pb-Cre4 mouse [10]. These lobes were specifically utilised for both models as they are morphologically more similar to the peripheral zone in the human prostate gland which generates adenocarcinoma [11] and these lobes are also those which generate adenocarcinoma in the *Pten^−/−^/trp53^−/−^* Pb-Cre4 murine model. mPEC and DVL3 cell line generation is summarised in Supplemental Figure S1. Briefly, tissue fragments were collected in PBS and manually dissociated into 1 mm^3^ fragments using a scalpel. The sample was centrifuged at 2000 rpm to remove extraneous blood and fat, and remaining tissue digested in 1 mg/mL collagenase/dispase in PBS for 30 min at 37 °C, after digestion the tissue was further disrupted via serological pippetting. The supernatant containing prostate cells was collected, and the collagnease/dispase inactivated with EDTA. The digestion process was repeated twice with remaining tissue fragments. Supernatant from the digestions was pooled and centrifuged at 2000 rpm and prostate cells were re-suspended in RPMI supplemented with 10% FBS, 1× penicillin/streptomycin, 100 nM DHT and 10 μmol/L ROCK inhibitor (Y-27632, Sigma, Gillingham, UK). These cells were then incubated for 10 min at 37 °C to allow for prostate fibroblasts to adhere to the tissue culture plastic. Remaining cell suspension, enriched for prostate epithelium was transferred to a new culture flask. This process of differential plating, allowing for initial adherence of fibroblasts and removal and retention of less adherent epithelial cells, was repeated for 10 passages, at which time use of the ROCK inhibitor (Y-27632, Sigma) was stopped and the population was characterised as epithelial. After isolation and initial 10 passages to reach a homogenous epithelial population, the mPEC and DVL3 cell lines were maintained in RPMI-media supplemented with 10% FBS, L-glutamine and 100 nM DHT.

The TRAMP C1 murine prostate carcinoma cells were purchased from ATCC (Manassas, VA, USA) and maintained in DMEM high glucose medium, supplemented with 4 mM L-glutamine, 5% FBS, 5% Nu Serum (Corning, Bedford, MA, USA), 0.005 mg/mL of bovine insulin, and 10 nM dehydroisoandrosterone (Sigma). CT26 murine colon carcinoma cells (ATCC) and 4434 cells isolated from BRAFV600E p16-/- mice (Richard Marias, Cancer Research UK Manchester Institute, Manchester, UK) were maintained in DMEM, and 4T1 triple-negative breast cancers (ATCC) maintained in RPMI-media supplemented with 10% FCS, 1% L-glutamine (Invitrogen, Paisley, UK).

### 4.2. Syngeneic Modelling

C57BL/6 and BALB/C male mice (8-weeks old) were obtained from Harlan (Derby, UK). All animal experiments were performed under United Kingdom Home Office Licenses held at Queen’s University Belfast or the CRUK Manchester Institute, University of Manchester (PPL2775; PCC943F76 respectively). Prior to each in vivo experiment, cells were screened for mycoplasma contamination and mouse hepatitis virus (MHV). Mice were housed on a 12/12 light/dark cycle and were given filtered water and fed *ad libitum*. C57BL/6 male mice were inoculated subcutaneously with either 5 × 10^6^ TRAMP C1, 1 × 10^6^ DVL3 cells, 1 × 10^6^ mPEC cells or 5 × 10^6^ 4434 cells; BALB/C mice were inoculated with 5 × 10^5^ CT26 cells, 1 × 10^5^ 4T1 cells under light general anaesthetic using Isoflurane and oxygen gaseous mix in accordance with project license and home office regulations. Tumour volume was measured using calipers as length × (width)^2^/2. 

### 4.3. Sample Preparation 

Tumour bearing mice were sacrificed at the indicated time points using standard schedule-1 procedure, and in accordance with current UK home office legislation. Tumour samples were cut into half and either fixed in 4% buffered formalin (Sigma Aldrich) for 24 h or collected in media for tumour disaggregation. The formalin fixed tumour samples were transferred to 70% ethanol and processed to FFPE blocks at the CRUK Manchester histology core facility. H&E slides obtained were evaluated by a dedicated uropathologist (PO) with the aim to compare with morphological features of human prostate cancer as well as estimate a Gleason pattern and score.

### 4.4. Immunohistochemistry

Briefly, the slides were deparaffinised in xylene followed by rehydration in ethanol. Antigen retrieval was performed using pH 6 citrate buffer, followed by 3% H_2_O_2_ block. Slides were incubated with 10% serum, prior to incubation with primary antibody overnight at 4° (Table S1). Primary antibody was detected with either HRP detection kit or biotinylated secondary antibody followed by ABC detection kit (Vector Labs, Burlingame, CA, USA). Slides were briefly incubated in DAB substrate (Vector Labs), washed in water, and counter-stained using haematoxylin. STING and cleaved Caspase-3 staining was performed on the BOND Rx automation system (Leica, Microsystems, Milton Keynes, UK) using standard protocol. For multiplex staining of mouse FFPE tumour sections, the opal TSA detection system (Opal 520^®^, 570^®^ and 650^®^) were applied to sections following manufacturer’s instruction and run on Leica BOND Rx automated system. The slides were counterstained with DAPI. Chromagen slides were scanned digitally using Leica SCN 4000 slide scanner (Leica Microsystems) VS-200 slide scanner (Olympus, Essex, UK), and the multiplex slides were scanned using Versa Slide scanner (Leica Microsystems) and VS-120 slide scanner (Olympus). Image analysis and quantification was performed using Definiens^®^ Tissue Phenomics Software (Munich, Germany) or Halo^®^ image analysis (Indica Labs, Albuquerque, NM, USA). Quantification of the percentage of positive cells was determined using either hematoxylin or DAPI staining to identify total cell count. Scoring of positive staining of chromogen slides (summarized in Figure 1C) was performed in a blinded fashion by two independent researchers. For quantification of co-localisation using Halo^®^; High plex FL Ver 3.1.0 module was used. 

### 4.5. Immunocytochemistry

Cells were seeded onto glass slides pre-coated with collagen type II (BD Biosciences, San Jose, CA, USA) and left to adhere for 24 h before fixation with 4% paraformaldehyde at RT. Cells were permeabilised with 0.1% Triton X and blocked with 3% FBS-PBS. Primary antibody was added to slides and incubated for 1 h at RT followed by incubation in secondary antibody for 1 h at RT (Table S1). Coverslips were mounted onto glass slides using Mounting media (Invitrogen) containing Dapi and imaged.

### 4.6. RNA Isolation and cDNA Synthesis 

Total RNA from cells was isolated using TriPure Isolation reagent (Roche, Mannheim, Germany) and phenol-chloroform extraction and cDNA synthesised using first strand cDNA (Roche) according to the respective manufacturer’s instructions.

### 4.7. qRT-PCR

mRNA levels were determined by RT-PCR and measured on Roche LightCycler^®^480 II with SYBR Green I Master (Roche). All primers were obtained from Eurofins (Ebersberg, Germany) and sequences are detailed in (Table S2). mRNA expression was evaluated using β-actin and GAPDH housekeeping genes and is shown normalized to β-actin as a fold change relative to mPECs transcript levels.

### 4.8. Western Blotting

Cells were lysed with RIPA buffer (Sigma) supplemented with Protease Inhibitor Cocktail (Roche), centrifuged and supernatant containing protein analysed by SDS Page (Invitrogen). Proteins were transferred onto a nitrocellulose membrane, blocked for 1 h in 5% milk TBS-T prior to incubation with primary antibody at 4 °C overnight, concentrations are detailed in (Table S2). Complementary secondary antibodies were used at 1:3000. Membranes were visualised via chemiluminescence on a Syngene G:Box imager using reagent (Merck, Cambridge, UK).

### 4.9. Flow Cytometry on Cell Lines

Cells were incubated with primary antibody conjugated fluorophore for 30 min at 4 °C, washed with PBS and analysed on the Introducing the BD Accuri™ C6 Plus according to the manufacturer’s instructions.

### 4.10. Radiotherapy

Upon tumour establishment (4–6 weeks post inoculation), mice were randomised to treatment groups. Irradiation was performed when the tumours were between (100–200 mm^3^). The tumour bearing mice were placed in a lead jig with an opening for the tumour and shielding for the rest of the body. Radiotherapy was delivered using an AGO cell X-Ray unit and XSTRAHL (CIX3) in vivo irradiator at a dose rate of 2.086 Gy/min. Tumour bearing mice received either single dose of 8 Gy irradiation, or 5 fractions of 2 Gy delivered over 5 consecutive days (as shown in Figure 3A).

### 4.11. RNA Extraction for RNA Seq Analysis

RNA from FFPE mouse tumour tissue was extracted. Briefly, 2–4 (10 μM) sections were transferred into RNAase free microcentrifuge tube. The paraffin was removed by incubating in xylene and ethanol. For lysate and total RNA purification, digestion buffer and proteinase-K was added to the samples as per manufacturer’s instructions (Norgen Kit, Ontario, Canada). The samples were spun briefly followed by transferring the supernatant to a new RNAase free microcentrifuge tube. The RNA containing tubes were incubated for 15 min at 80 °C. The lysates were then passed through RNA purification microcolumn and centrifuged for 1 min at 14,000 RPM. The microcolumns were washed according to manufacturer’s instructions and the RNA eluted using the Elution solution (Norgen Kit).

### 4.12. RNA Library Preparation, Sequencing and Analysis 

RNA libraries preparations were generated using the Quant-seq 3’ mRNA-Seq FWD kit (PART NO k15.96, Lexogen, Vienna, Austria) according to manufacturer’s instructions, with 500ng input RNA. FFPE-derived RNA was prepared using the suggested manufacturer’s instructions. Libraries were pooled and sequenced on the NextSeq 500 using the Queen’s University Genomics Core Technology Unit, yielding an average of 10 million reads per sample. FASTQ files were aligned to the mm10 genomic reference using STAR aligner [47] and counts quantified at a gene level with HTseq-Counts [48] to yield 5-8M mapped reads per sample. Differential gene expression was performed between the irradiated and un-irradiated samples using the DESEQ 2. 

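The smallest p among genes higher after RT belonged to the metallothioneins Mt1 and Mt2, which bind zinc and copper and are induced by metals, glucocorticoids and stress. Mt1, on chromosome 8 of GRCm38 from 94179082 to 94180327, was at 217.6 ± 20.0 CPM (SD, n = 3) at 0 Gy and 643 ± 59.6 CPM (SD, n = 3) after RT, a log2 fold change of 1.56 (standard error 0.19, adjusted p = 0.0564 from edgeR and 1.19e-12 from DESeq2). Mt2 had a log2 fold change of 1.83 (standard error 0.33, adjusted p = 0.61 from edgeR and 6.61e-06 from DESeq2). The next were Serpine1, an inhibitor of plasminogen activation, at 1.11, Rarres2, the chemoattractant chemerin, at 1.87, Bcl2l1, an inhibitor of apoptosis, at 0.85, and Hk2, a hexokinase of glycolysis, at 0.81. Their adjusted p were 0.61, 0.61, 0.67 and 0.67 from edgeR. On the lower side Prss35, on chromosome 9 from 86743649 to 86758443, came first, at 130.4 ± 38.4 CPM (SD, n = 3) at 0 Gy and 30.1 ± 2.74 CPM (SD, n = 3) after RT, a log2 fold change of -2.11 (standard error 0.25, adjusted p = 0.0564 from edgeR and 9.07e-10 from DESeq2). It was followed by Megf6 at -1.45, Runx1t1 at -1.67, Fbn2 at -1.69 and Dpp6 at -1.35, and by Mmp11 (adjusted p = 0.39 for Megf6 and 0.61 for the others from edgeR). In each of these 12 genes the 3 irradiated tumours lay on one side of the 3 unirradiated tumours (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). These genes were chosen by the smallest p between the same groups, so their separation is no further test. Across all genes tested, 8.76% were separated in this way, where chance gives 10%. DESeq2 called Mt1, Mt2, Prss35 and Megf6 in each of the 6 fits that left out 1 tumour, and none of its other calls.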

Differentially expressed genes were filtered; FDR adjusted—*p* Value < 0.05 and Log2 Fold-Change ≥1 (up-regulated) or ≤−1 (down-regulated). Pathway analysis was performed on filtered genelists using the Reactome database [49] in Enrichr [50,51]. To identify enrichment of immune populations with the RT tumours vs untreated, enrichment analysis was performed using the open assess tool gene set enrichment analysis (GSEA) [52,53] with 1000 gene label permutations. Immune cell gene signatures for macrophages, NK cells, T-cells and MDSC were taken from previous published studies [25,54,55].

### 4.13. Flow Cytometry on Tumour Tissue

To obtain single cell suspensions, tumours were processed using a gentleMacs dissociator and a murine dissociation kit (Miltenyi Biotec, Surrey, UK). For staining of cells, non-specific binding was blocked with rat anti-CD16/CD32 Fc block on ice. Cells were incubated with Gr-1–FITC, CD11b–APC (eBioscience, Leicestershire, UK), washed in 1% FCS/PBS. For analysis, live cells were gated using vital dye exclusion (Invitrogen) and population phenotyped on FACs Canto (BD Bioscience) and analyzed using Flow Jo software. An example of the gating strategy employed is provided in Figure S5.

### 4.14. Statistical Analysis 

Results were analysed using GraphPad Prism (v7.03, San Diego, CA, USA). Data was analysed via a Shapiro-Wilk normality test was first used to confirm that groups were distributed normally. When comparing two groups, if the data was normally distributed it was analysed by Student’s *t*-test. Nonparametric data was analysed via Mann-Whitney testing. When comparing more than two groups a one-way analysis of variance (ANOVA) followed by a Tukey’s multiple comparisons test was used to detect significant differences between means. The limit for significance was set at *p* ≤ 0.05. Data are described with standard error of the mean (SEM). To compare survival curves from in vivo experiments, Log-Rank Mantel–Cox tests were performed on Kaplan–Meier plots.

## 5. Conclusions

This study highlights that the DVL3 model represents substantial progress in preclinical PCa modelling displaying similar molecular, histological, and microenvironmental features compared to alternative models. Furthermore, the DVL3 cells and subsequent tumours can be generated quickly and inexpensively compared to standard transgenic models, and tumours are readily accessible for therapeutic intervention. Importantly, DVL3 cells can be syngeneically engrafted into immune component hosts and respond to standard of care RT, with a similar immune influx, thus enabling future validation of novel therapeutics for PCa including immunomodulatory agents targeting MDSC, macrophages and agents that can prime T-cell responses either alone or in combination with standard of care RT or ADTs. 

## Figures and Tables

**Figure 1:**
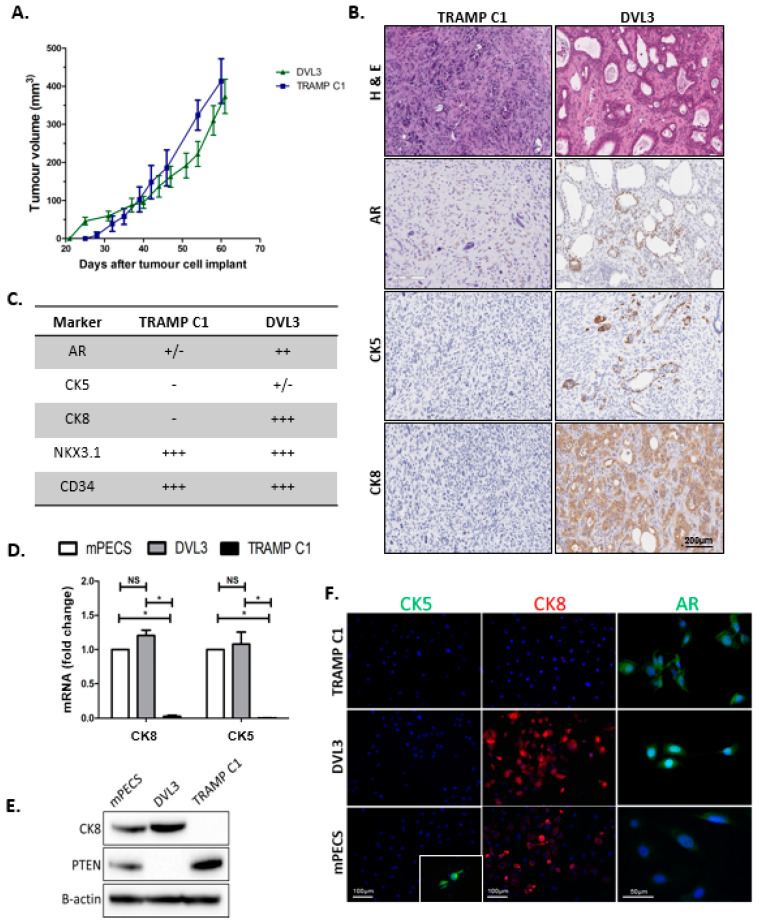
DVL3 syngeneic tumours replicate patient disease. (**A**) DVL3 tumour growth (Green) is comparable to TRAMP C1 (Blue), *n* = 5–8 mice per group. Both models take ~4 weeks to generate substantial tumours. The mPEC model of normal prostate epithelium did not generate tumours (data not shown) (**B**) DVL3 tumours develop heterogeneous glandular morphology graded at Gleason 7, whereas TRAMP C1 tumours were undifferentiated with neuroendocrine features (H&E). DVL3 also expressed clinical prostate cancer markers; androgen receptor (AR), cytokeratin 5 (CK5) and cytokeratin 8 (CK8). TRAMP C1 expressed no CK8 or CK5 and less AR than DVL3 tumours, with complete absence of AR noted in some tumours. (**C**) Summary of histological evaluation of prostate specific markers in DVL3 and TRAMP C1 prostate tumours (− indicates absence, +/– presence in only some of tumour samples, and + indicates the level of positive expression). Both DVL3 and TRAMP C1 express NKX3.1 and CD34 (Supplementary Figure S2). (**D**) Both novel cell models (mPEC and DVL3) express CK5 and CK8 mRNA at significantly higher levels than TRAMP C1 cells, as analysed via qRT-PCR (*n* = 3 biological replicates per cell type). mRNA expression was normalised to β-actin expression and shown as a fold change relative to mPECs transcript levels. (**E**) Expression of CK8 (luminal marker, 60 kDa) was also evident at the protein level. Importantly, DVL3 cells demonstrate loss of the clinically relevant tumour suppressor, Pten (55 kDA). B-actin provided as a loading control (47 kDa). (**F**) Immunocytochemical staining was consistent with qRT-PCR and western blotting results for CK8 (Red) and AR (Green). CK5 protein (Green) was not detectable in any of the models (MCF7 cells provided as a positive control, inset). Dapi (Blue) used as a counterstain. Data represents mean ± SEM. * denotes *p* ≤ 0.05, NS denotes non-significant, as determined by Student’s *t*-test. Immunohistochemistry and western blotting are representative of *n* = 3 biological replicates.

**Figure 2:**
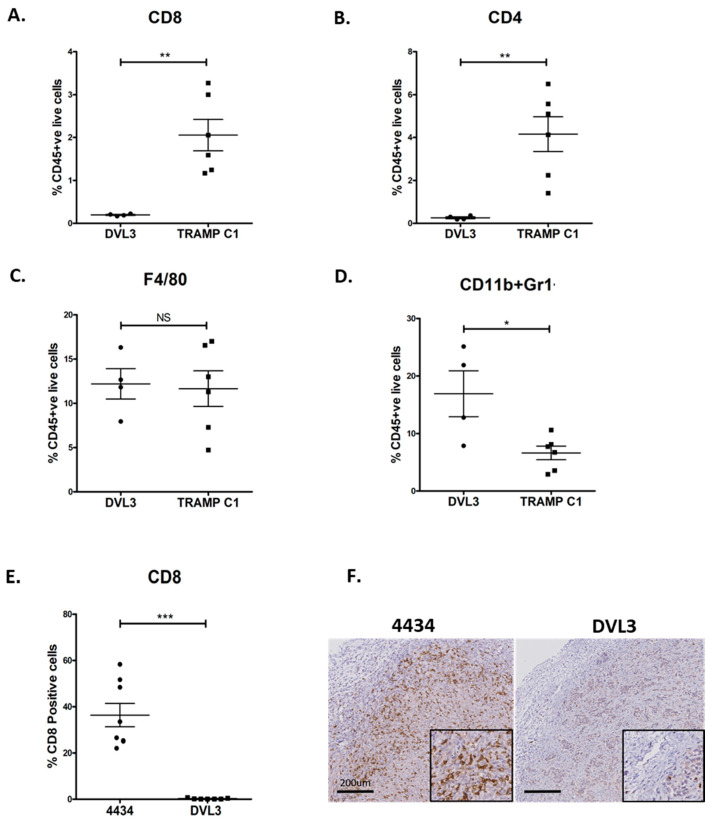
The DVL3 model generates immunosuppressive, ‘cold’ tumours similar to the TME seen clinically in prostate cancer. Flow cytometry was performed on DVL3 and TRAMP-C1 subcutaneous, syngeneic tumours taken 4-6 weeks post engraftment or when they reached the treatment size (100–200 mm^3^). DVL3 tumours had significantly fewer (**A**) cytotoxic (CD8+) and (**B**) helper T cells (CD4+) when compared with the TRAMP-C1 model. (**C**) There was no difference in the proportion of macrophages (F4/80) between the two models. (**D**) However, the population of myeloid derived suppressor cells (MDSCs, CD11b+Gr1+) was significantly increased in the DVL3 compared to TRAMP-C1 tumours. (**E**) Quantification of immunohistochemical staining for CD8+ T-cells in inflamed syngeneic murine (4434 Braf^4006E^) melanoma model compared to the non-immunogenic DVL3 murine prostate cancer model shown as a percentage of total cells as quantified by haematoxylin. (**F**) Representative IHC staining comparing 4434 (Braf^4006E^) melanoma vs DVL3 prostate tumour demonstrating lack of CD8+T-cells within the tumour microenvironment in the DVL3 tumours. In 4434 (Braf^4006E^) melanoma model CD8+ T-cells are uniformly distributed, including the central of the tumour. Data represents mean ± SEM of *n* = 4–9 independent murine tumors as indicated by points on each graph. * denotes *p* ≤ 0.05, ** denotes *p* ≤ 0.01, *** denotes *p* < 0.001 as determined by Mann-Whitney, non-parametric testing.

**Figure 3:**
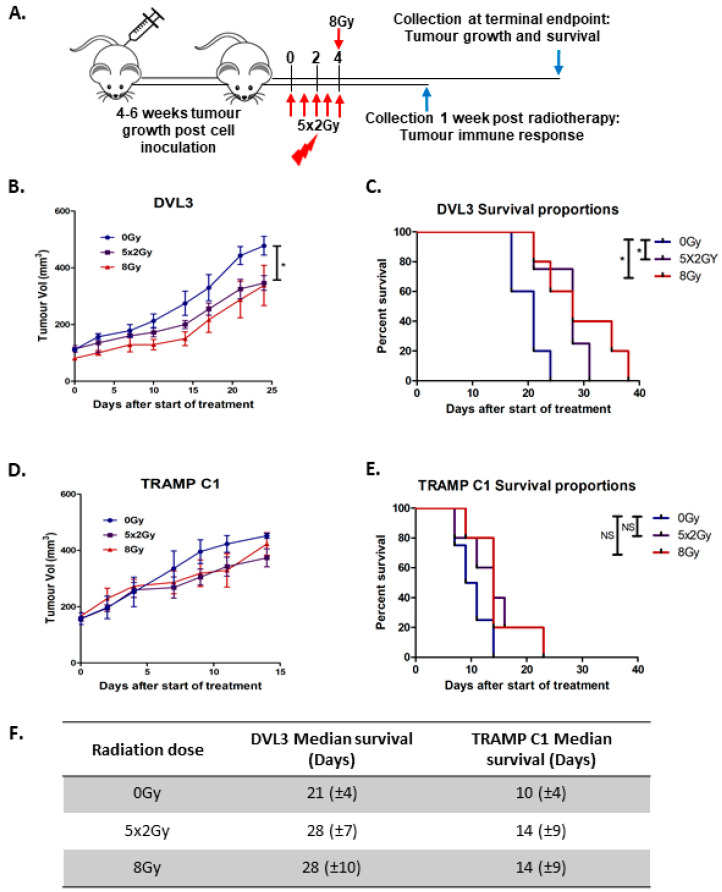
DVL3 tumours respond and are more sensitive to radiotherapy than the resistant TRAMP C1 model. (**A**) DVL3 or TRAMP C1 cells were engrafted into immune competent mice and allowed to reach a tumour volume of 100–200 mm^3^. Mice were randomly assigned to no treatment (0 Gy) (Blue), fractionated dose (5 × 2 Gy) (Purple) or single high dose (8 Gy) (Red) radiotherapy (RT) group. A cohort of mice were sacrificed one week after radiotherapy to examine immune response and a further cohort was left to terminal endpoint to examine tumour growth (Figure 1A) and survival. (**B**) DVL3 tumours were sensitive to fractionated RT but no difference was seen with single high dose RT. (**C**) Kaplan Meier curves showing survival in mice engrafted with DVL3 tumour cells was improved for both treatment regimens (5 × 2 Gy and 8 Gy) compared to for mice treated with 0 Gy (5 × 2 Gy *p* = 0.0255 and 8 Gy *p* = 0.0386). (**D**) TRAMP C1 tumours did not respond to radiotherapy. (**E**) There was no change in survival with radiation in the mice engrafted with TRAMP C1 cells treated with RT. (**F**) Summary of timeline for DVL3 and TRAMP C1 tumours treated with RT, demonstrating DVL3 tumours are more radiosensitive. Data represents mean ± SEM of *n* = 5–8 mice per treatment group. * denotes *p* ≤ 0.05, NS denotes non-significant, as determined by Student’s *t*-test or log Mantel-cox tests on Kaplan-Meier plots.

**Figure 4:**
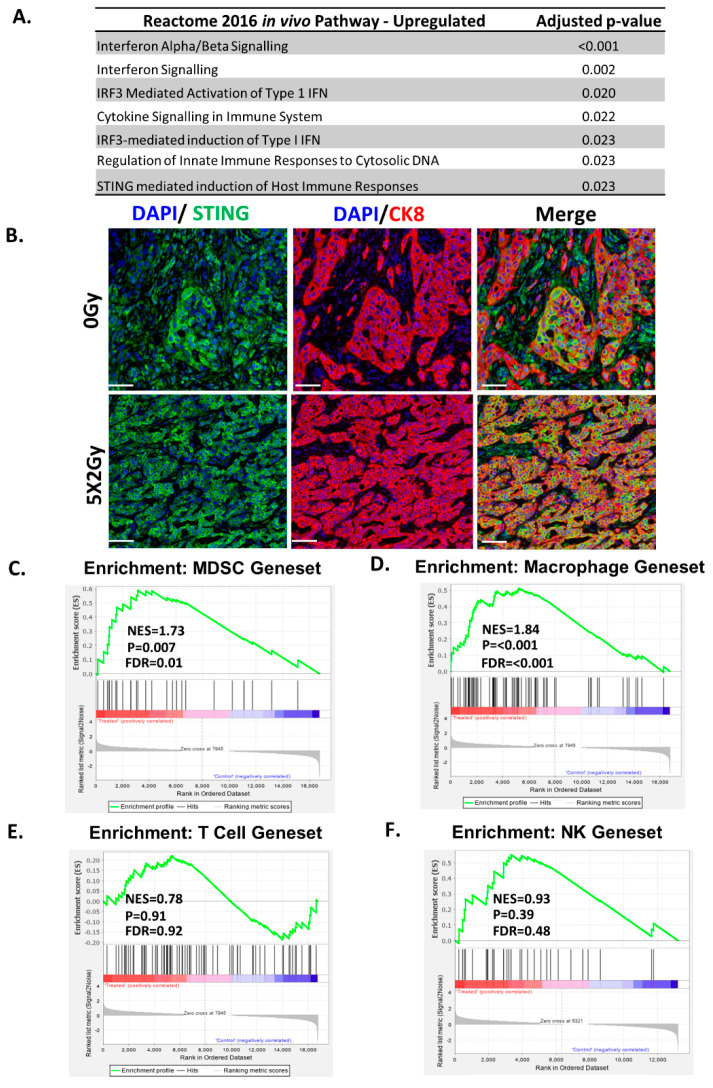
DVL3 immunosuppressive microenvironment enhanced by radiotherapy treatment. (**A**) Pathway enrichment analysis was performed using the online software Enricher for differential gene expression comparing the fractionated (5 × 2 Gy) syngeneic tumours to non-irradiated control (*n* = 3 samples per group). Upregulated pathways enrichment in the Reactome 2016 for transcripts with a significance of greater than 0.05 and fold increase of ≥1. Upregulated pathways include interferon signalling and immune response. (**B**) In keeping with RNA sequencing analysis, STING immunohistochemical analysis (Green) revealed a significant upregulation of expression in response to RT primarily within glandular epithelium as demonstrated via co-localisation with CK8 (Red). DAPI nuclear counterstain shown in blue. Scale bar equals 50 μm. Image representative of *n* = 3 independent tumour samples. GSEA enrichment analysis of tumours treated with fractionated (5 × 2 Gy) radiotherapy demonstrates an upregulation of (**C**) MDSC and (**D**) macrophage and signatures, but no enrichment of (**E**) T-cell or (**F**) NK cell signatures when compared with non-irradiated tumours. NES: normalized enrichment score, FDR: false discovery rate.

**Figure 5:**
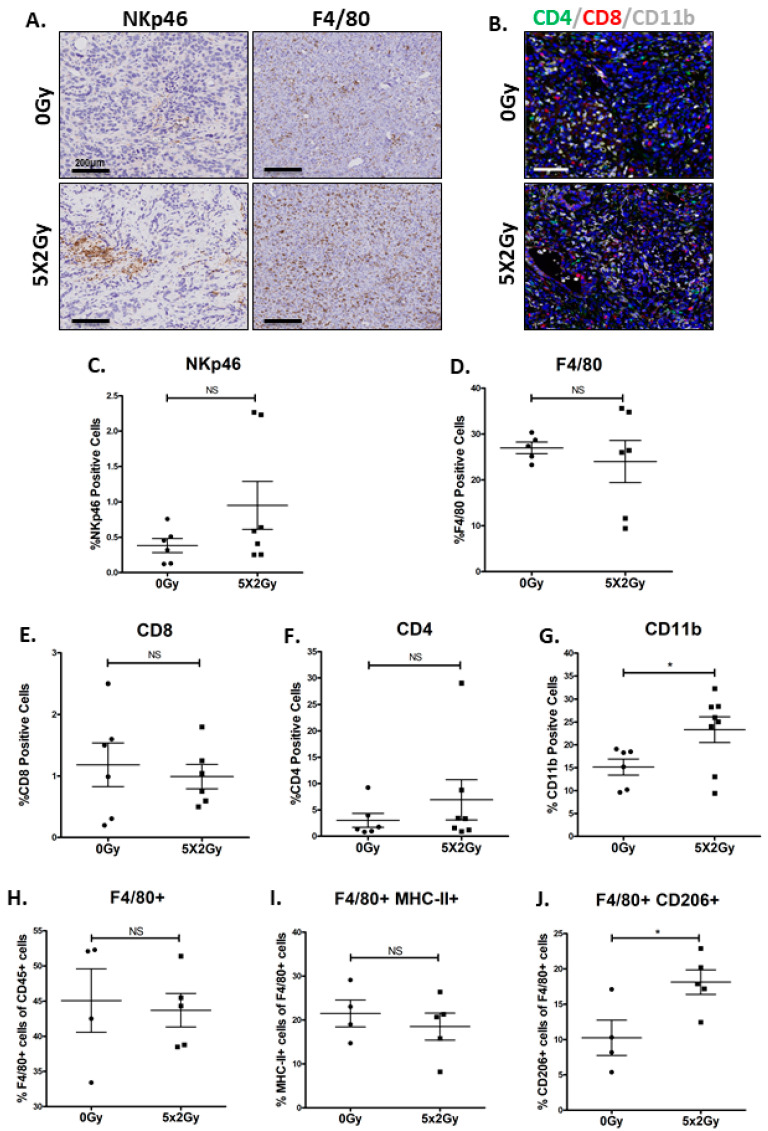
Radiotherapy resulted in an increase in immunosuppressive myeloid cells infiltrates and macrophages acquiring an M2 phenotype in the DVL3 tumours. (**A**) Representative immunohistochemical staining for natural killer T-cells (Nkp46) and macrophages (F/480) in DVL3 tumours. Nkp46 staining was sparse and mainly localised around the necrotic areas within the tumour. (**B**). Representative multiplex staining images for CD4 (green), CD8 (red) and CD11b (white) in the DVL3 tumours revealing an increase in CD11b staining in the irradiated tumours. Quantification of immunohistochemical staining comparing untreated (0 Gy) and tumours treated with fractionated radiotherapy (5 × 2 Gy) showed no significant difference in (**C**) NK-T-cells (NKp46), (**D**) macrophages (F4/80), (**E**) cytotoxic T cells (CD8), or (**F**) helper T cells (CD4). (**G**) However, radiotherapy treatment did induce a significant increase in myeloid cells (CD11b+) in the irradiated tumour. (**H**) Flow cytometry analysis for macrophages (gated as CD45+/F480+) cells showing no significant increase in proportion of cells in the irradiated tumours. (**I**) Flow cytometry analysis for MHC-II+ cells (M1 marker) on macrophages gated as (CD45+/F480+/ MHC-II+) in the irradiated tumours (**J**) Flow cytometry analysis for CD206 (Mannose receptor, an M2 marker) on macrophages gated as (CD45+/F480+/CD206+) revealing a significant increase in CD206+ staining in the irradiated tumours (gating strategy in Supplementary Figure S5). Data represents mean ± SEM of *n* = 4–8 independent murine tumors as indicated by points on each graph. * denotes *p* ≤ 0.05, NS denotes non-significant, as determined by Student’s *t*-test (immunohistochemistry) or Mann-Whitney, nonparametric testing (flow cytometry).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/10/2804/s1, All antibodies utilised for immunohistochemistry, immunocytochemistry, western blotting and flow cytometry can be found in Supplementary Table S1. Further, all primers utilitsed for qRT-PCR can be found in Supplementary Table S2. RNA-seq files have been deposited on the Gene Expression Omnibus (GEO) database. GSE number—GSE146790. Figure S1: Summary schematic of DVL3 and mPEC cell model isolation, Figure S2: Further characterization of the DVL3 model compared with TRAMP C1 with focus on AR signaling, Figure S3: Additional high and low magnification immunohistochemical staining of DVL3 tumours, Figure S4: Whole blot images and densitometry for western blot experiments, Figure S5: Gating strategies for flow cytometry, Figure S6: Comparison of DVL3 to other commonly used syngeneic models, Figure S7: Reactome analysis of RNA sequencing revealing downregulated pathways and evidence of STING response, Figure S8: Additional STING analysis and quantification, Figure S9: Nkp46 expression around necrotic tissues and PDL1 expression, Table S1: List of antibodies utilised for immunohistochemistry, western blotting, immunocytochemistry and flow cytometry, Table S2: List of qRT-PCR primers.

# Supplementary material for: Investigating Radiotherapy Response in a Novel Syngeneic Model of Prostate Cancer
**Source:** Cancers (Basel). 2020 Sep 29;12(10):2804. doi: 10.3390/cancers12102804
**Supplement:** Supplementary file 1

Supplementary Material: Investigating Radiotherapy Response in a Novel Syngeneic Model of Prostate Cancer

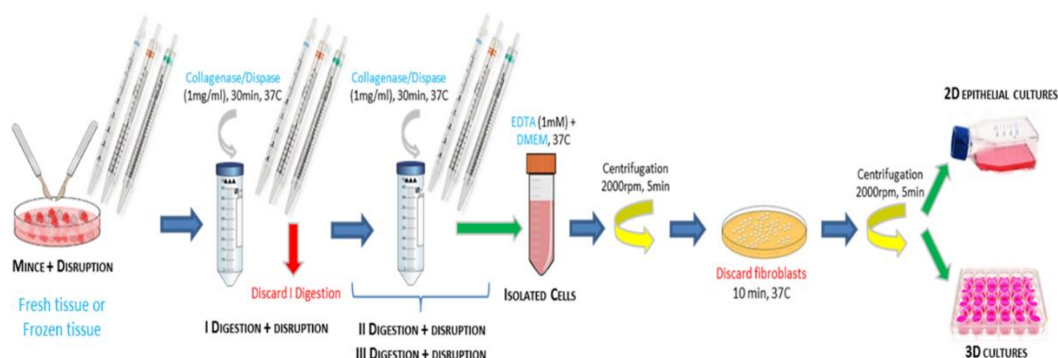

Figure S1. Summary schematic of DVL3 and mPEC cell model isolation from either tumour or normal prostate tissue respectively.

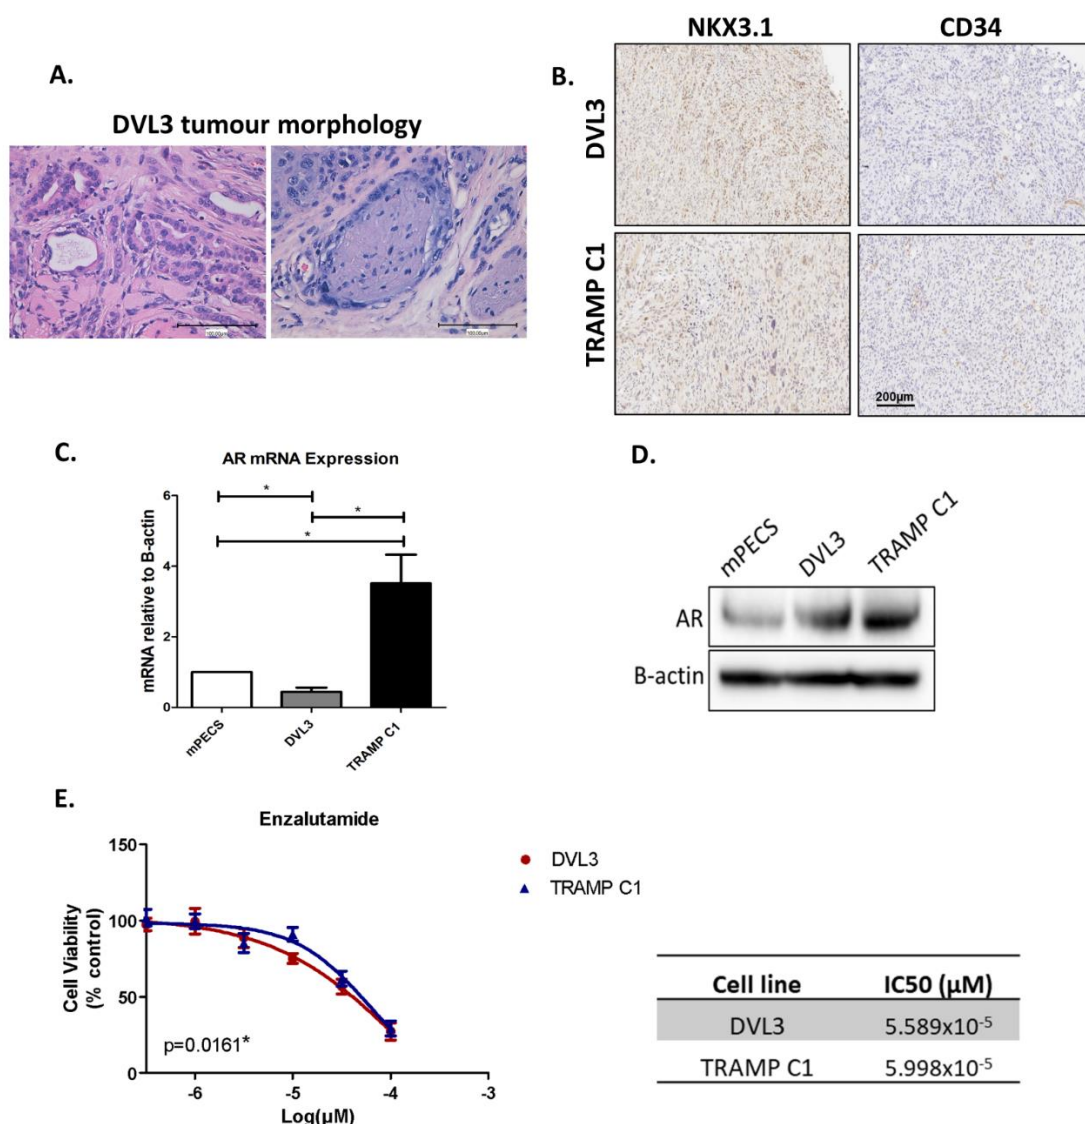

Figure S2. (A) DVL3 tumour morphology, demonstrating clear areas of glandular morphology similar to acinar adenocarcinoma with features in keeping with Gleason 7 (3 + 4); with focal perineural invasion, a common finding in human prostatic cancer. Scale bars equal to 100 µm. (B) Both DVL3 and TRAMP C1 expressed NKX3.1 and CD34 to a similar level as determined by immunohistochemistry. (C) qRT PCR revealed AR mRNA was significantly higher in TRAMP C1 cells. mRNA expression was normalised to β-actin expression and shown as a fold change relative to mPECS transcript levels. (D) AR protein (110 kDa) also appeared higher in the TRAMP C1 model compared to both the novel models (mPEC and DVL3) when analysed via western blot. (E) However, both DVL3 and TRAMP C1 were comparatively responsive to the androgen deprivation therapy Enzalutamide, with DVL3 cells appearing statistically more sensitive than TRAMP C1 cells. Data represents mean ± SEM of at least $n = 3$ replicates. * denotes $p \leq 0.05$, as determined by Student's t-test.

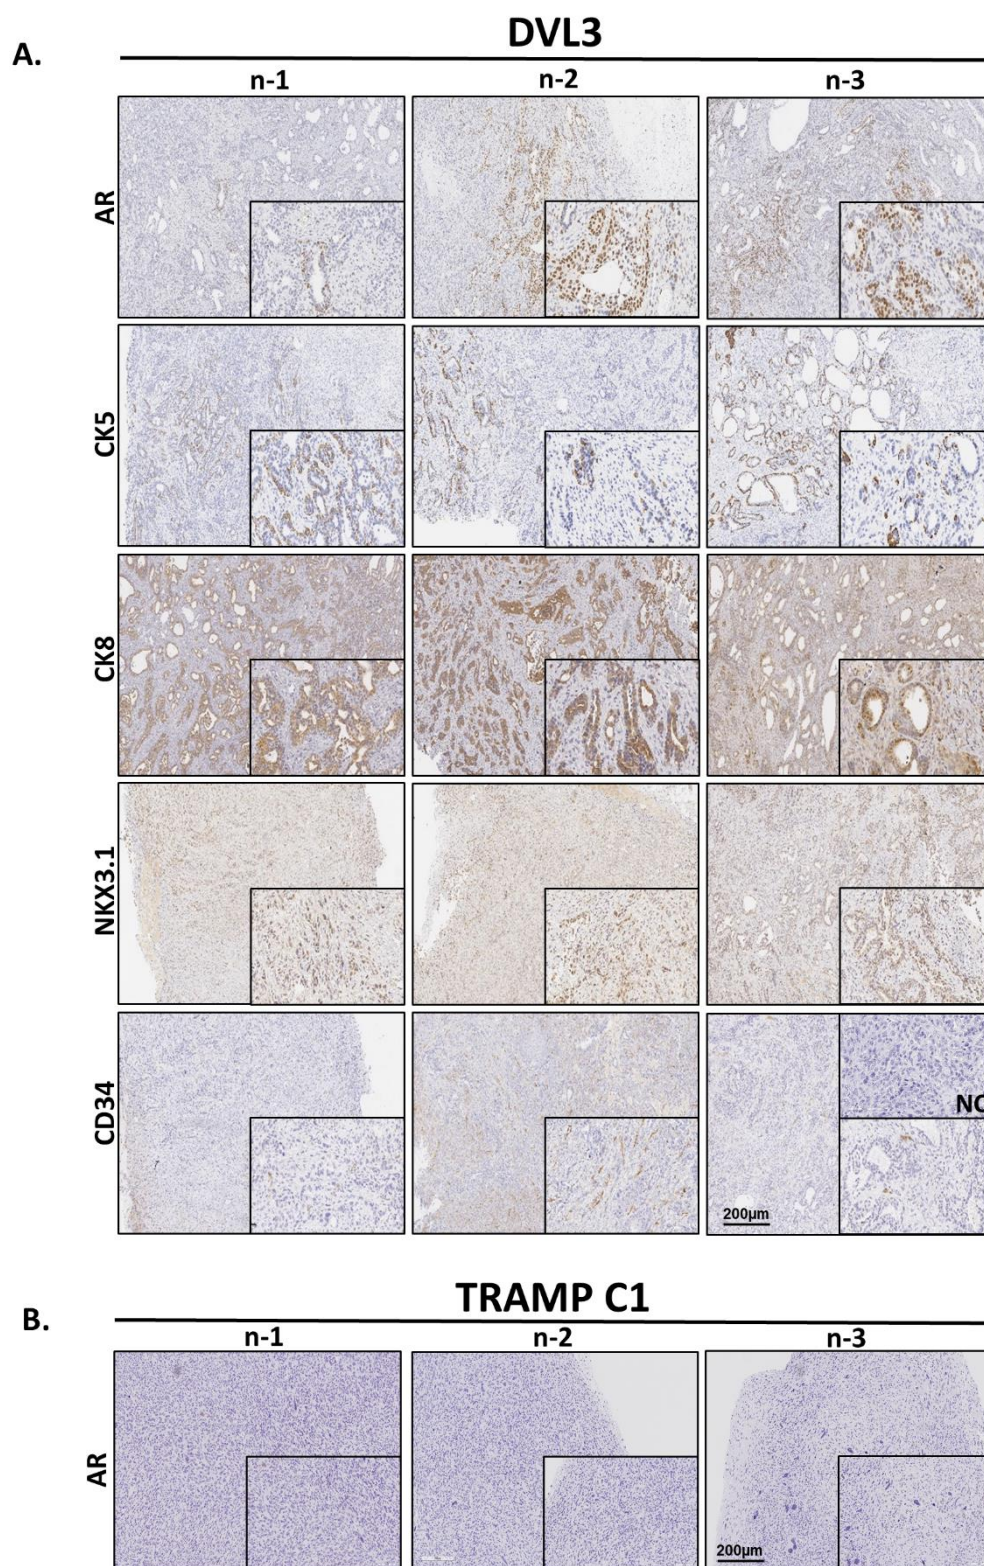

Figure S3. (A) DAB immunohistochemical staining of $n = 3$ independent DVL3 tumours for androgen receptor (AR), cytokeratin 5 and 8 (CK5, CK8), NKX3.1, and CD34 (representative images in Figure 1(B) and summarised in 1(C) provided in both low and high magnification. NC denotes the inset of a no primary antibody negative control. (B) Representative AR staining of $n = 3$ TRAMP C1 tumours, denoting heterogenous staining - primarily absent expression in most tumours with some weak expression in the epithelium of other tumours. Scale bars equal 200µm.

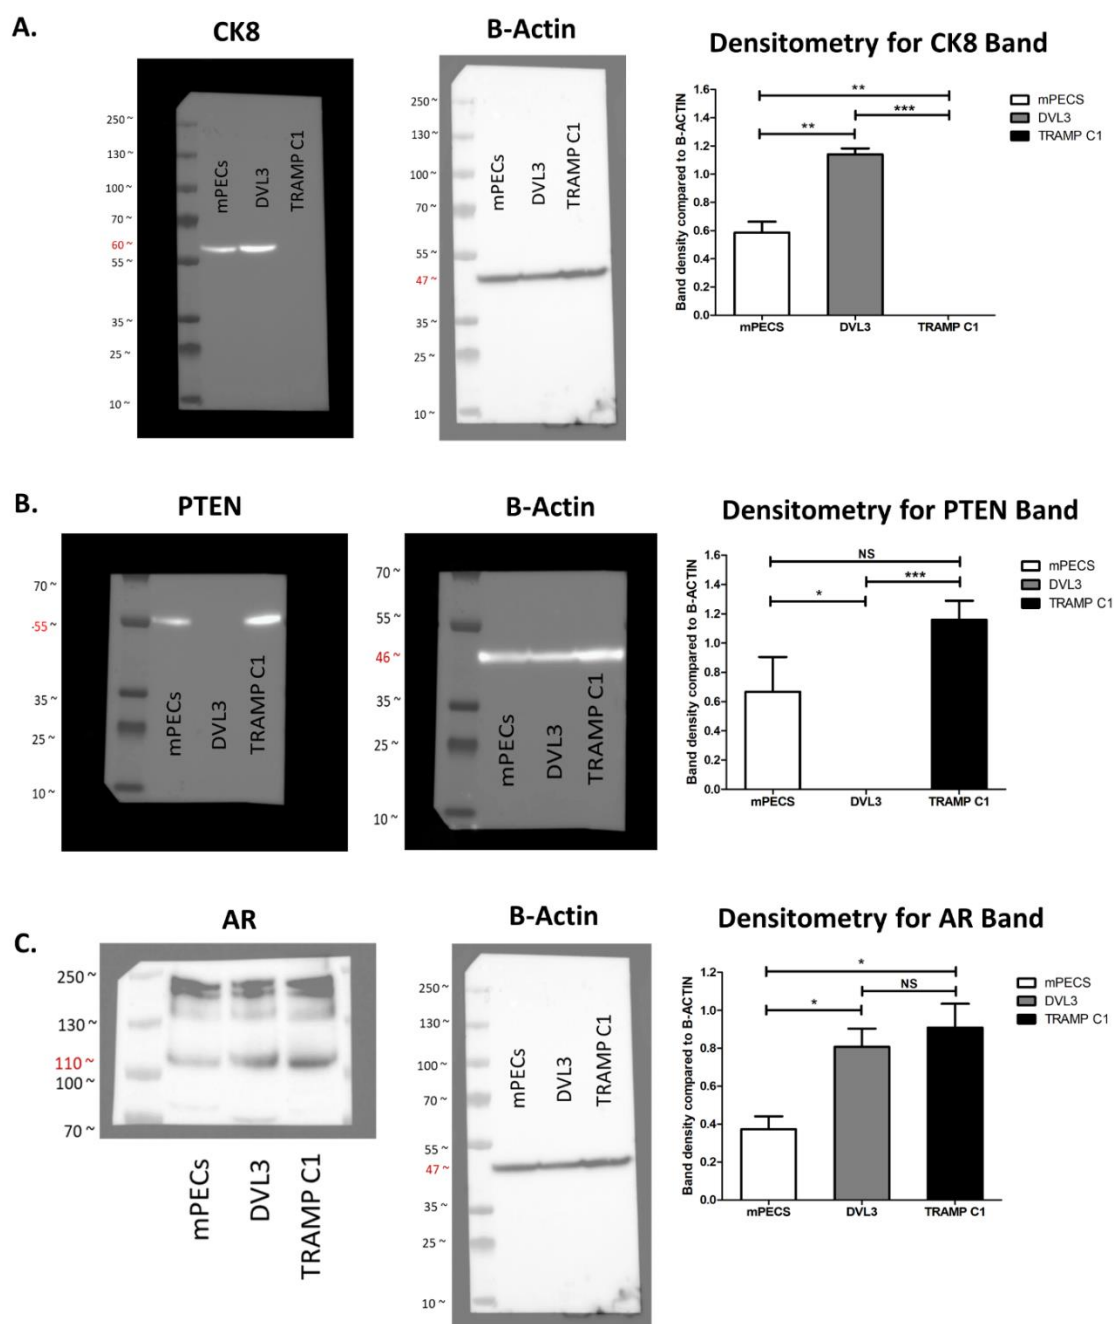

Figure S4. Representative whole blot western blotting images with densitometry from $n = 3$ independent experiments comparing (A) CK8, (B) PTEN and (C) AR expression to B-actin expression. Protein ladder molecular weights shown in black font with band of interest molecular weight denoted in red font. Data represents mean $\pm$ SEM. * denotes $p \leq 0.05$, ** denotes $p \leq 0.01$, *** denotes $p \leq 0.001$, NS denotes non-significant, as determined by Student's t-test.

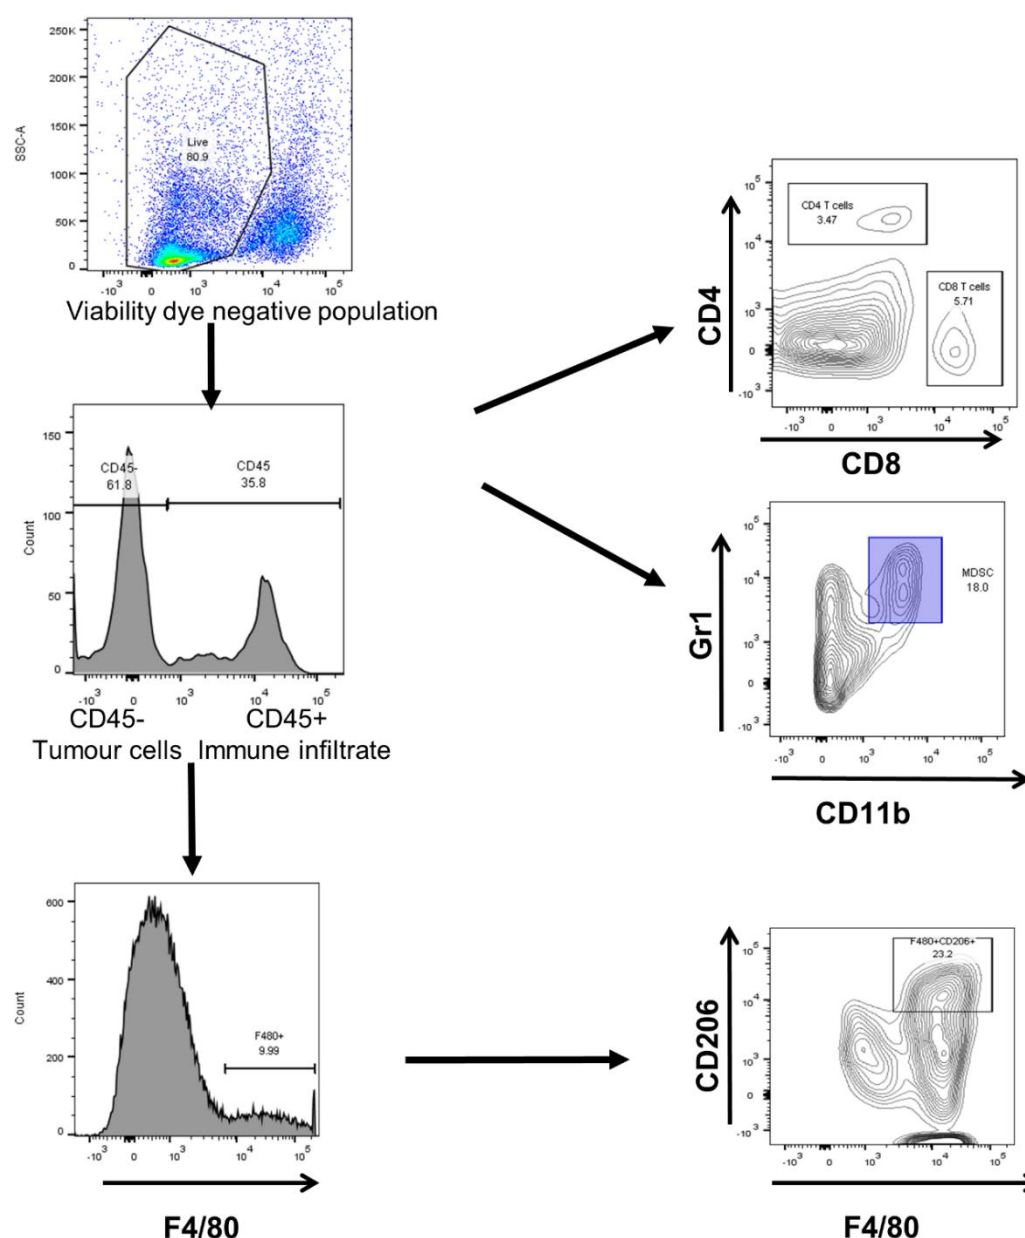

Figure S5. Example gating strategies for flow cytometry analysis for immune cells within the tumours. The live cells were gated as CD45 - (Tumour cells) or CD45+ (immune infiltrates) and subsequent gating applied on CD45+ cells for various immune markers. Helper T-cells were gated as either CD45+ CD4+ cells, whereas the cytotoxic T-cells were gated as CD45+ CD8+ cells. The MDSC were defined as dual CD11b+ and Gr1+ cells with the gating strategy applied on live CD45+ cells. Macrophage counts were obtained from the contour plots and defined as CD45+ F480+ cells. Further gating strategy was applied on F480+CD206+ cells which were classed as M2 macrophage marker.

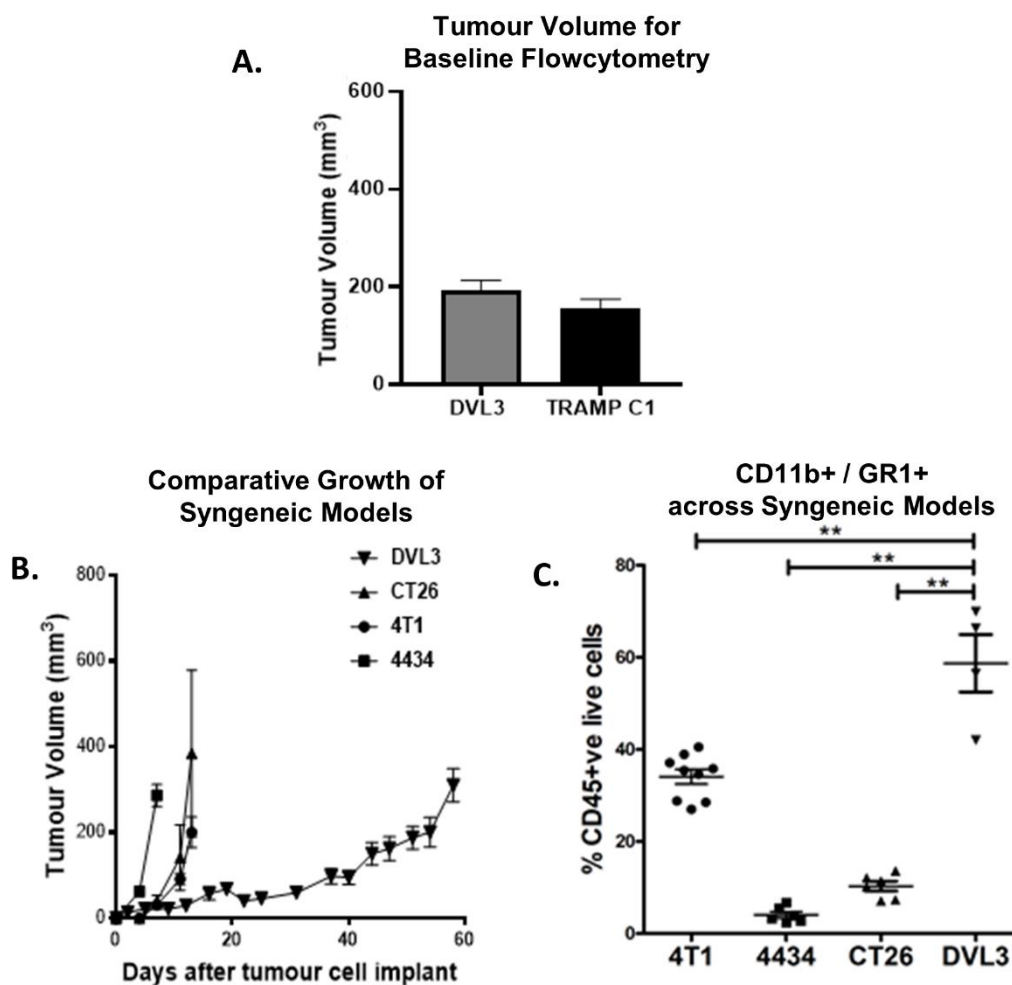

Figure S6. (A) Mean tumour volume of DVL3 and TRAMP C1 tumours for baseline tumour immune profiling performed in Figure 2. C57BL/6 male mice were inoculated with 1×10^6 DVL3 or 5×10^6 TRAMP C1 cells. Once the tumours were established $\sim 200 \text{ mm}^3$, tumours were excised and dissociated for flow cytometric analysis of immune cells. (B) Representative tumour growth data for 4T1, 4434, CT26 and DVL3 tumour model showing difference in tumour growth rate. The DVL3 tumour models are slow growing tumours and have significantly reduced growth rate compared to other well established and characterised syngeneic murine models. Data represents mean tumour volume of ($n = 4-7$) mice per tumour lines. (C) The MDSC population in terminal endpoint DVL3 tumours when compared to other well characterised syngeneic tumour models breast (4T1), Melanoma (4434), and Colorectal (CT26), highlighting significantly higher proportion of CD11b+ GR1+ cells within the leukocyte compartment at any given time, and as the tumour develops. C57BL/6 mice were inoculated subcutaneously with either 1×10^6 DVL3 cells, or 5×10^6 4434 cells; BALB/C mice were inoculated with 5×10^5 CT26 cells, 1×10^5 4T1 cells. Tumours were excised and mechanically dissociated into a single cell suspension for flow cytometric analysis. This data along with the baseline characterisation (Figure 2) suggest that the tumour microenvironment of DVL3 tumours is highly immunosuppressive driven by myeloid cells.

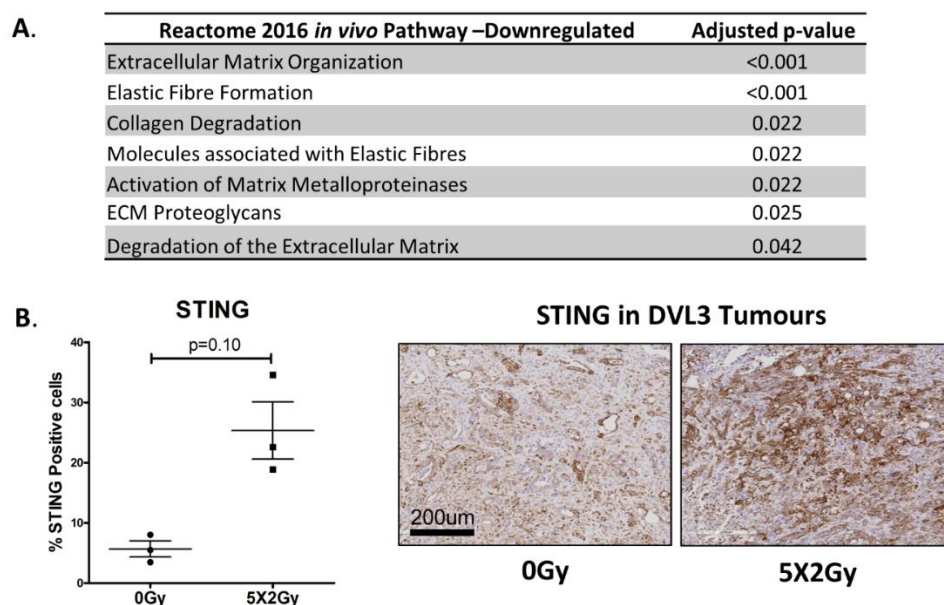

Figure S7. (A) Reactome analysis of RNA sequencing revealing downregulated pathways in DVL3 tumours post fractionated radiotherapy (RT, 5x2GY) compared to untreated tumours. Radiotherapy induces reduction of extracellular matrix organization, collagen degradation and activation of matrix metalloproteinases. Downregulated pathways enrichment in the Reactome 2016 for transcripts with a significance of greater than 0.05 and fold increase of ≥ 1 . **(B)** Immunohistochemical analysis of STING expression demonstrates a trend toward increased STING protein in response to RT.

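Genes of elastic fibres and matrix proteoglycans were lower on balance after RT, with both directions present in each list. Of 33 measured genes of elastic fibres, 21 had a log2 fold change below 0, with a median of -0.12 (adjusted p = 0.0139 from camera, and adjusted p = 0.57 with an estimated correlation). By edgeR 0 passed an adjusted p under 0.05 over all genes, 5 were lower and 0 higher at an unadjusted p under 0.05, and 4 were lower and 0 higher when adjusted over the list alone. Fbn2, fibrillin 2 of the microfibrils, lies on chromosome 18 of GRCm38 from 58008623 to 58210487. It was at 91.0 ± 35.6 CPM (SD, n = 3) at 0 Gy and 28.1 ± 4.01 CPM (SD, n = 3) after RT (standard error of the log2 fold change 0.31, adjusted p = 0.000735 from DESeq2). Mfap4 and Mfap2, microfibril-associated proteins, had log2 fold changes of -1.38 and -0.84, with adjusted p = 0.83 and 0.86 from edgeR. Loxl2, a lysyl oxidase that crosslinks collagen and elastin, was at 145 ± 28.8 CPM (SD, n = 3) at 0 Gy and 72.7 ± 18.2 CPM (SD, n = 3) after RT (adjusted p = 0.83 from edgeR). Of 37 measured proteoglycans and matricellular proteins, 24 had a log2 fold change below 0, with a median of -0.13 (adjusted p = 0.0101 from camera, and adjusted p = 0.56 with an estimated correlation). By edgeR 0 passed over all genes, 6 were lower and 2 higher at an unadjusted p under 0.05, and 4 were lower and 1 higher when adjusted over the list alone. Tnn, tenascin-W, had a log2 fold change of -1.24, Aspn, the proteoglycan asporin, of -1.22, and Postn, periostin, of -0.82 (adjusted p = 0.61, 0.61 and 0.83 from edgeR). Of the 14 genes that DESeq2 called lower, Fbn2 and Mfap4 belong to the first list and Aspn and Tnn to the second (adjusted p = 0.00205 for each list, one-sided Fisher's exact test, where 0.0398 and 0.0483 genes are expected). These 2 lists were no longer enriched among the DESeq2 calls without tumour 1, 2 or 3 (adjusted p = 1, 1 and 0.10 for both lists), the elastic fibre list without tumour 4 (adjusted p = 0.13) and the proteoglycan list without tumour 5 (adjusted p = 0.0507). Without tumour 3 the elastic fibre list took the direction higher in camera (adjusted p = 0.83), and its call was also lost without tumour 1 (0.20) or 2 (0.0739); that of the proteoglycan list was lost without tumour 1 (0.0525) or 3 (0.74).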

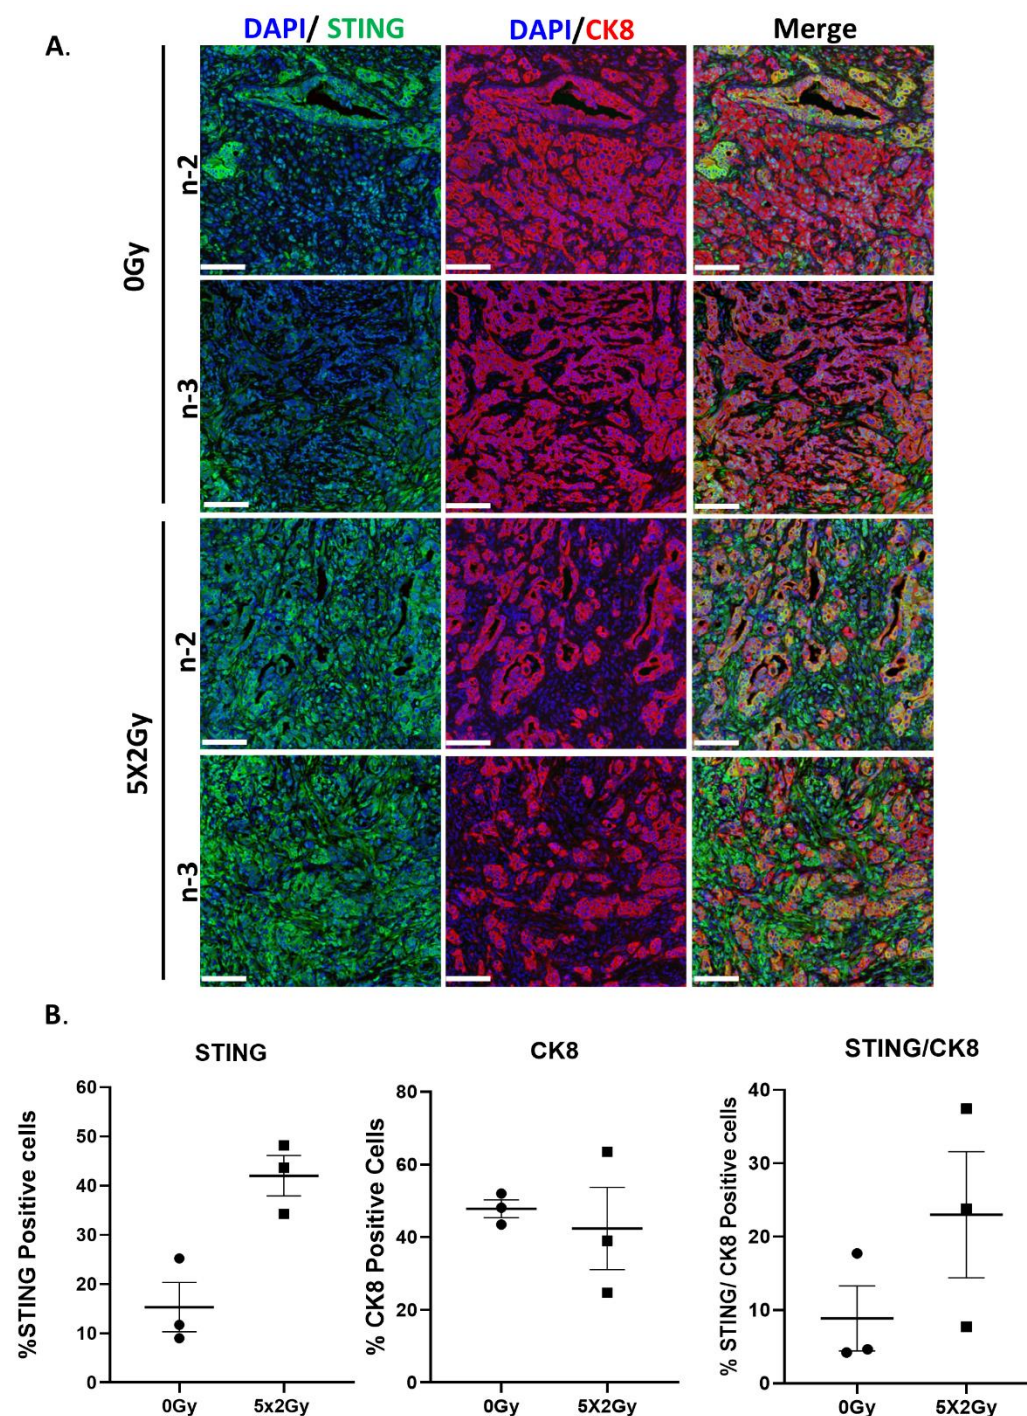

Figure S8. (A) Further images of STING immunohistochemical analysis (Green) revealed an upregulation of expression in response to radiotherapy (RT) primarily within glandular epithelium (defined as CK8+ cells), and as shown as co-localisation with CK8 (Red) in each tumour (3 mouse per group). STING was also upregulated in other cellular compartments within the TME (CK8-) areas suggestive of a global upregulation. DAPI nuclear counterstain shown in blue. Scale bar equals 100 μ m. (B) Quantification of STING and CK8 staining showing an overall increase in the proportion of STING expressing positive cells in response to RT. Quantification was done using HALO® Image analysis software. Data expressed as a percentage positive relative to DAPI and expressed as mean $\pm$ SEM of $n = 3$ mice per group.

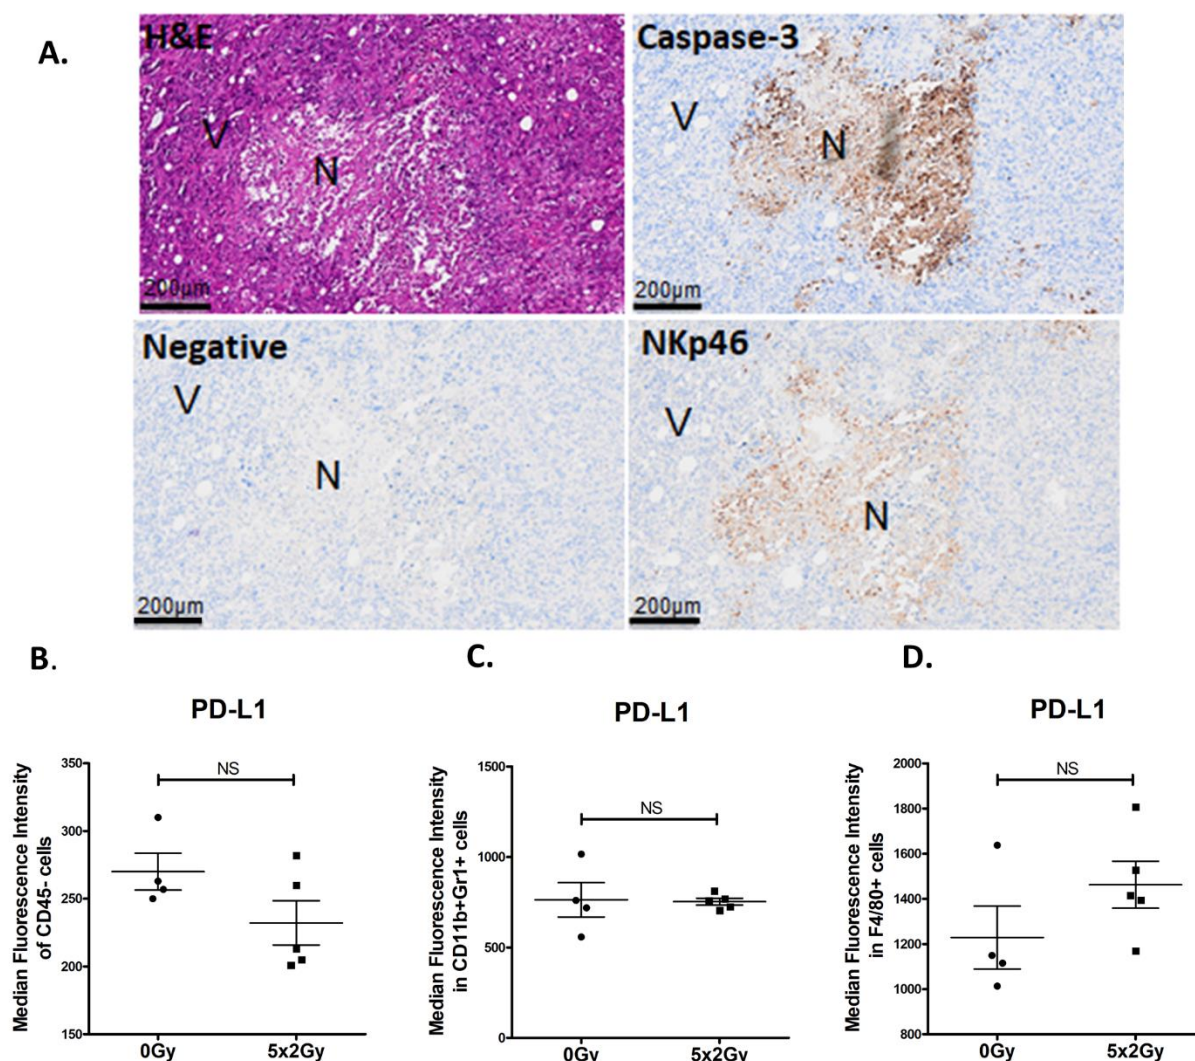

Figure S9. (A) Representative staining in corresponding sections of DVL3 tumour via H&E and immunohistochemistry for cleaved caspase-3 (Caspase-3) confirming necrosis in the irradiated tumour (top-panel). Immunohistochemical staining for NKp46 in the DVL3 tumours and corresponding no primary antibody negative control confirming NKp46 positive staining around the necrotic areas (bottom panel). Scale bar 200 μ m. Expression of PD-L1 on DVL3 cells gated as CD45-ve cells (B), MDSCs which were gated as dual CD11b+, Gr1+ cells (C). Macrophages gated as CD45+/ F4/80+ (D) a week post-treatment with 5 fractions of 2Gy RT. Experimental groups contained 4–5 mice, data represents mean $\pm$ SEM. NS denotes non-significant, as determined by Mann Whitney statistical analysis.

Table S1. List of antibodies utilised for immunohistochemistry (IHC), Western Blotting, Immunocytochemistry (Cell IHC) and FACS sorting.

	Antigen	Clone	Species	Dilution	Manufacturer
Tissue IHC	CD8a	4SM15	Rat	1:100	eBioscience UK
	CD4	4SM95	Rat	1:100	eBioscience UK
	F4/80	D2S9R	Rabbit	1:100	New England Biolabs
	CK8	904804	Mouse	1:200	Biolegend
	CK5	ab52635	Rabbit	1:100	Abcam UK
	AR	M4070	Rabbit	1:200	Spring Bioscience
	KI67	ab15580	Rabbit	1:150	Abcam UK
	SMA	Ab124964	Rabbit	1:200	Abcam UK
	STING	D2P2F	Rabbit	1:100	New England Biolabs
	NKp46	AF2225	Goat	1:300	R&D
	Anti-Rabbit	BA-1000	Goat	1:500	Vector
	Anti- mouse	BA-9400	Rat	1:500	Vector
Western Blot	CK8	904804	Mouse	1:1000	BioLegend
	CK5	ab52635	Rabbit	1:10000	Abcam UK
	AR	ab9474	Mouse	1:2500	Abcam UK
	PTEN	9559S	Rabbit	1:1000	Cell signalling
	B-actin	ab6276	Mouse	1:2000	Abcam UK
	Anti-Rabbit	170-6515	Goat	1:3000	Bio-Rad
	Anti- mouse	170-6516	Goat	1:3000	Bio-Rad
Cell IHC	CK8	904804	Mouse	1:100	BioLegend
	CK5	ab52635	Rabbit	1:100	Abcam UK
	AR	ab74272	Rabbit	1:100	Abcam UK
	Anti-Rabbit 488	A11070	Goat	1:500	Life Technologies
	Anti- mouse 594	A11020	Goat	1:500	Life Technologies
FACS	EpCAM	130-102-969	Rat	1:100	Miltenyi Biotec
	CD4	RM4-5	Rat	1:100	Thermo Fisher, UK
	CD8	53-6.7	Rat	1:100	eBioscience UK
	F480	BM8	Rat	1:150	eBioscience UK
	CD11b	M1/70	Rat	1:150	BD Horizon UK
	Gr1 (Ly-6G)	RBC-8C5	Rat	1:100	eBioscience UK
	CD45	30-F11	Rat	1:100	eBioscience UK

Table S2. List of qRT-PCR primers.

Gene	Forward Primer	Reverse Primer
β -actin	AGTGTGACGTTGACATCCGT	CTTGCTGATCCACATCTGCT
CK8	CGGGGGATCCAACACTTTCA	GCTTCCCATCTCGGGTTTCA
CK5	CAGAGCTGAGGAACATGCAG	CACAACTCATTCTCAGCCG
AR	GGGACCTTGGATGGAGAACT	GGTCTTCTGGGGTGGAAAGT

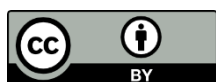

© 2020 by the authors. Submitted for possible open access publication under the terms and conditions of the Creative Commons Attribution (CC BY) license (<http://creativecommons.org/licenses/by/4.0/>).

How the deposited data were processed for this re-analysis (not part of the article)

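RNA sequencing covered 6 subcutaneous DVL3 tumours, 3 unirradiated (0 Gy; tumours 1, 2 and 5) and 3 excised 1 week after 5 fractions of 2 Gy (tumours 3, 4 and 8). The authors extracted RNA from formalin-fixed sections, made 3′ mRNA libraries, aligned the reads to mm10 with STAR and counted reads per gene symbol with HTSeq-count; STAR, HTSeq and mm10 are also named in the submitters' processing notes. The authors deposited raw counts, 1 file per tumour, with no normalisation. Versions, the gene annotation and the strand setting of the counting are not given in the sources used here, so that reads of overlapping genes on opposite strands may not be told apart. Reads that align to several places were set aside by the counter, which lowers the counts of genes with near-identical copies. In each file 5 entries name no gene (reads outside genes, ambiguous reads and reads with several alignments among them); they held 51.5% to 54.3% of a file's total and were left out of library sizes and tests.

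Counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit and test, TMM normalisation, expression filter by group with a minimum count of 10 and a minimum total of 15), which kept 12826 of the 23493 genes with at least 1 read. The standard error of a log2 fold change is its size divided by the square root of the test's F. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Thresholds were those of the paper, an adjusted p under 0.05 and a log2 fold change of at least 1 in size. DESeq2 1.42.0, the paper's tool, was run with its defaults as an alternative. CPM are scaled to the reads in genes and the TMM factor of each tumour. A comparison of 3 tumours against 3 cannot give an exact permutation p below 0.1. No 2 libraries agreed within sampling noise (chi-square per degree of freedom 29.7 to 42.4 in pairs with tumour 3 and 11.0 to 21.4 in the other pairs), so each counts as 1 replicate; pairs had Pearson correlations of log2 CPM from 0.90 to 0.95. No paired analysis was possible because the groups share no replicate numbers. A count of 0 allows up to 3 counts, or 0.638 to 1.00 CPM depending on the tumour's depth; such limits cover counting error only, since the reads were not analysed with molecular identifiers.

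In all, 41 lists of genes for pathways and cell types were written from general knowledge before the data were examined; 40 had at least 5 genes tested. Of the neuroendocrine list 3 genes were tested, with a median log2 fold change of -0.31. Lists were tested with camera of limma 3.58.1 on log2 CPM (prior count of 2) with the preset correlation of 0.01, and again with the correlation estimated from the data and with fry. The 6 pathway lists were tested among the called genes with a one-sided Fisher's exact test against the genes tested. The 4 immune lists were also tested by GSEA with fgsea 1.28.0, ranking all genes with at least 1 read by signal-to-noise, with 1000 permutations of genes, a weight of 1 and adjustment over the 4 lists. The Reactome terms and the published signatures of the paper were not used here. The list genes Ctsv, Klk2, Ahsp, Ca9 and Ca12 had no row under these names. Gene positions are from GENCODE M21 on GRCm38, the assembly also called mm10; 48108 of the 52459 symbols in the files have an entry there.

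Genes were named by a rule set before the data were examined: genes past the thresholds whose groups did not overlap, filled up to 6 per direction with the smallest unadjusted p where fewer passed; each gene the paper names or whose protein it measured; and of each list described up to 4 genes with the smallest unadjusted p. A list member was said to rise or fall at an adjusted p under 0.05 over all genes tested. Other genes named among DESeq2's calls or as skin genes were chosen after their values were seen.

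Alternatives set before the data were examined were DESeq2, RLE size factors, no expression filter, a filter of at least 10 counts in each tumour, limma's voom with sample quality weights, no fold threshold, and leaving out each tumour in turn; for lists, other rankings, gene sets and tests. Fits with a skin list score as a covariate (for lists also a leukocyte score), the 10 splits of the tumours into 3 and 3 with no expression filter, and leaving out tumours in DESeq2 were added after seeing the data. A fit on tumours 2, 5 and 3 alone, also added then, has 1 irradiated tumour and cannot separate RT from that tumour, so its calls are not used. The scripts were tested on counts simulated from the 6 libraries' means, dispersions and library sizes over 5 draws, with genes drawn independently. With no gene changed, edgeR called on average 1 and DESeq2 3.8 of 12826 genes at an adjusted p under 0.05, whatever the fold. With the type I interferon list shifted by 0.5 on the log2 scale, camera called it in 5 of 5 draws with the preset correlation and in 1 of 5 with the estimated one. Because genes were drawn independently, these draws cannot show how either setting performs at the correlation of 0.53 estimated for this list in the data. Immunohistochemistry, flow cytometry and tumour growth were not analysed here.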

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

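The tests of covariates, fibroblast markers, tumour 3, adipocyte genes and splits by list score were chosen after the results were seen, and the splits by number of calls were planned before. The bound of the covariate tests, 2 standard errors above 0 as for the fibroblast markers, was also set after their values were seen. A 95% interval, tried as well, is stricter with so few tumours. It includes 0 with either covariate and also with none (-0.05 to 2.23). By that interval the group difference of the interferon score is not set apart from 0, with or without a covariate. Among lists of genes that the paper does not discuss, 4 were called higher by camera and scored higher in each irradiated tumour than in each unirradiated one, as chance gives for 10% of values in either direction; 8 of the 40 lists tested were separated in this way, in 1 direction or the other. Chemokine genes differed most, by 0.90 in list score, with all 24 measured genes above 0 and a median log2 fold change of 0.80 (adjusted p = 5.00e-11 from camera); Cxcl2 and Ccl7 had log2 fold changes of 0.80 and 1.17, and Ppbp of 2.09, or 0.65 without tumour 3. Immediate early and heat shock genes differed by 0.45, with a median log2 fold change of 0.57 over 21 genes (adjusted p = 7.91e-08), Dnajb1 at 0.76 and Junb at 0.53. Hypoxia genes differed by 0.41, with 24 of 25 above 0 (adjusted p = 7.10e-07), Pfkfb3 at 0.84 and Bnip3 at 0.98. Targets of p53 differed by 0.33, with 20 of 29 above 0 (adjusted p = 5.89e-05), Mdm2 at 0.57 and Cdkn1a at 1.11; the DVL3 line lacks Trp53 according to the paper, and host cells in the sections do not. With an estimated correlation the adjusted p was 0.26 for the immediate early list and 0.35 for the other 3.

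The type I interferon list was higher after RT. With the skin list score as a covariate its group difference in score was 1.22 (standard error 0.49) against 1.09 (standard error 0.41) without it. With a leukocyte score (the mean of the macrophage, T cell and NK cell scores, without the MDSC and neutrophil lists) it was 1.01 (standard error 0.43). The 95% intervals were -0.34 to 2.77 and -0.36 to 2.39. Both include 0, so these tumours do not decide whether either tissue is the whole source. Camera's adjusted p with these covariates, 2.41e-24 and 1.23e-25, rests on the preset correlation of 0.01. With an estimated correlation camera did not call the list even without a covariate (adjusted p = 0.353). The same covariates ended camera's calls of other lists, such as interferon ligands, receptors and proximal signalling, which has no gene in either score (adjusted p = 0.190 with skin and 0.0684 with leukocytes), and skin also those of the MDSC (0.0872), M2 macrophage, NK cell and MHC class II lists. Of the 10 splits of the tumours into 3 and 3, 2 gave a score difference as large, the real one (1.09) included; the highest of the others, 1.10, exchanges tumours 5 and 8, and 10 splits cannot give a share under 0.05. These tissues as the source of the difference, in part or whole, stay open, as does an effect of RT, which the design names.

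Collagen genes were lower after RT. Tumour 3 alone does not account for this at the level of camera: without it the adjusted p was 1.83e-05 with the preset correlation (with an estimated one the list was not called over all 6 tumours, adjusted p = 0.436) and the median log2 fold change -0.49, against -0.74 with it, although DESeq2 then called 0 collagens. The collagen score minus the score of 23 other fibroblast markers differed between the groups by -0.43 (standard error 0.26), with the other markers at -0.08 (standard error 0.43), so that fewer fibroblasts and less collagen per fibroblast cannot be told apart with these 6 tumours. In 1 of 10 splits, the real one, the score difference was as large (0.51, highest other 0.43), and 10 splits cannot give a share under 0.05.

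Irradiated tumours 4 and 8 were the 2 highest for 10 of 12 tested genes of the skin list. A candidate explanation is skin and the tissue under it in the sections: tumours 4 and 8 were also the 2 highest for 5 of 12 tested adipocyte genes, where 0.8 are expected (exact binomial p = 0.000701, with genes taken as independent), and 19 of 19 muscle genes were highest in tumour 4. Krt10 reached 177 and 135.9 CPM in tumours 4 and 8 and 3.12 to 12.4 CPM in the other 4, and Lor 146.7 and 66.0 CPM against 6.08 to 11.5 CPM. No biological explanation was tested, and expression of keratin genes by the tumour cells themselves stays open. The split of tumours 1, 4 and 8 against 2, 3 and 5 gave 35 calls by edgeR and 165 by DESeq2, the highest of the 10 splits, against 0 and 31 for the real split, which points to a structure of the samples other than RT; by DESeq2 3 of 10 splits had at least as many calls as the real one, by edgeR 10 of 10, which a real count of 0 fixes, and 10 splits cannot give a share under 0.05.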

How the results depend on the processing

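The fits with a skin or leukocyte covariate, those that left out tumours in DESeq2, and the splits with no filter were chosen after seeing the data. EdgeR called 0 genes higher and 0 lower with TMM, with RLE size factors and with no fold threshold. DESeq2 called 17 higher and 14 lower, edgeR with no expression filter 170 and 122, with the stricter filter 1 (Mt1) and 1 (Prss35), and with the skin covariate 1 and 2, while voom with quality weights called 1 (Mt1) and 0. Of the 292 calls with no filter, 201 were among the genes tested with it; there the prior degrees of freedom for the dispersion were 1588 against 5.94 with the filter, and the other 9 splits of the tumours into 3 and 3 gave 1 to 445 calls, 2 of them more than the real split. Leaving out each tumour in turn gave 0 to 15 higher and 0 to 1 lower with edgeR (15 without tumour 3, with skin genes such as Krt10 and Lor among them) and 5 to 59 higher and 7 to 41 lower with DESeq2, which with the skin covariate called 30 and 65. The cause of these differences was not tested. On the simulated counts with no gene changed DESeq2 made more calls than edgeR.

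With 0 genes called, no pathway list was enriched among edgeR's calls. The adjusted p of the type I interferon list was 5.29e-10 with DESeq2, 8.90e-34 with no filter, 3.27e-30 with camera and 0.353 with camera's estimated correlation. That of the STING list was 0.0766 with DESeq2, 0.0127 with no filter, 0.00132 with camera and 0.353 with the estimated correlation, that of the collagens 0.0463, 0.20, 5.81e-10 and 0.436, that of elastic fibres 0.00205, 0.0250, 0.0139 and 0.57, and that of proteoglycans 0.00205, 0.00598, 0.0101 and 0.56, in the same order. Among DESeq2's calls, leaving out each tumour gave adjusted p from 3.35e-47 to 1 for interferon, 0.000321 to 1 for STING, 9.44e-08 to 1 for collagens, 0.00179 to 1 for elastic fibres, 0.00226 to 1 for metalloproteinases and 0.00226 to 1 for proteoglycans.

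In GSEA, leaving out each tumour gave adjusted p from 0.00243 to 0.324 for MDSC, 0.00243 to 0.785 for macrophages, 0.00243 to 0.785 for NK cells and 0.00676 to 0.829 for T cells. The first 3 calls were lost with an estimated correlation (adjusted p = 0.526, 0.627 and 0.541) and with fry's directional test (0.655, 0.718 and 0.683). T cell genes took the direction lower on filtered genes (adjusted p = 0.952), ranked by edgeR's F (0.667), with camera (0.891 preset, 0.964 estimated correlation) and with fry's directional test (0.981), and in GSEA without tumour 1, 2 or 4. The 28 lists called by camera were 28 with the stricter filter, 16 (without tumour 2) to 29 when a tumour was left out, and 0 with an estimated correlation or fry's directional test, while fry's mixed test called 1 of 40.

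Some lists turned direction in camera when a tumour was left out, with adjusted p over the 6 fits from 0.00109 to 0.826 for elastic fibres, 0.109 to 0.854 for metalloproteinases, 9.90e-06 to 0.528 for macrophages, 2.24e-07 to 0.828 for MHC class II, 0.00269 to 0.910 for T cells, 0.0873 to 0.917 for B cells, 0.112 to 0.822 for dendritic cells, 5.03e-06 to 0.966 for fibroblasts, 0.0540 to 0.886 for myofibroblasts, 0.00261 to 0.910 for endothelium, 0.000520 to 0.854 for luminal epithelium, 0.00568 to 0.655 for erythrocytes, 2.29e-06 to 0.831 for cell cycle and 0.324 to 0.965 for the TGF-β response. T and B cell lists also turned with the stricter filter (0.925 for both), the dendritic list with the skin covariate (0.679), and with the skin and leukocyte covariates the luminal (0.0593 and 0.173), cell cycle (0.0312 and 0.872) and TGF-β (0.206 and 0.542) lists. Of 864 combinations of 79 named genes and an alternative, 845 kept the direction of the log2 fold change and 19 did not. Leaving out each tumour gave -0.21 to 0.20 for Ifnar1 (0.0061 with voom), -0.13 to 0.35 for Adgre1, -0.53 to 0.057 for Ar, -0.70 to 0.86 for Cd4, -0.053 to 1.97 for Ctsw, -0.19 to 0.87 for H2-Aa, -0.31 to 0.77 for H2-Ab1, -0.17 to 0.42 for Itgam, -0.40 to 0.28 for Krt8, -0.10 to 0.33 for Mrc1, -0.18 to 0.0042 for Pten and -0.23 to 0.62 for Ptprc. Genes at the depth of Cd8a, Ncr1 and Ifng had too few reads for a test.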

Differences from the paper's values

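The paper states p = 0.007 for its MDSC signature in GSEA, and the MDSC list written here gave p = 0.00211 (permutation test of genes) with other genes in the set. The p differed from the paper's by over 1.5 times in all of the GSEA settings tried before the data were examined. It ran from 0.00182 without tumour 3 to 0.162 without tumour 2, and of these settings 1, without tumour 2, had a p above 0.05. Except without tumour 2 or tumour 4 (0.0171), the p lay at the smallest value that the permutations used can return. How far it falls below 0.007 in those settings is therefore not measured. For macrophages the paper states a p under 0.001, and the macrophage list gave p = 0.00842. The settings tried before the data were examined gave 0.00182 without tumour 3 to 0.616 without tumour 4. Those without tumour 2 (0.579) and without tumour 4 were above 0.05. The smallest p that the permutations used can return lay above 0.001, so no setting could have reached the paper's bound. A p over that bound therefore shows no difference from the paper by itself. With all 6 tumours, the macrophage p of 0.00842 did lie above the smallest p returned, 0.00211 for MDSC. The normalised enrichment score of NK cell genes was 1.90 here and about 0.93 in Fig. 4F, read by eye, again with another gene set. With filtered genes only, ranking by edgeR's F, RLE size factors, or without tumour 1, 5, 3 or 8, it stayed over 1.5 times the paper's, and without tumour 2 (1.26) or without tumour 4 (0.79) it did not.

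The paper reports no upregulation of NK cell transcripts, whereas the NK cell list used here was enriched at an adjusted p = 0.00853 in GSEA; this call was absent without tumour 2 or tumour 4 and with camera's estimated correlation or fry's directional test. For MDSC, macrophage and T cell genes the list used here had the direction and the side of the threshold that the paper reports, but the MDSC call was absent without tumour 2, the macrophage call without tumour 2 or tumour 4, and both with an estimated correlation or fry's directional test, while T cell genes took the direction lower on filtered genes, ranked by edgeR's F, without tumour 1, 2 or 4, and with camera and fry, and passed the threshold without tumour 3 (higher) or tumour 4 (lower). The paper describes pathways enriched among genes past its thresholds, without stating their number. With edgeR 0 genes passed these thresholds. With DESeq2, the paper's tool, 17 and 14 did. The interferon list was enriched among them with 6 genes, the elastic fibre and proteoglycan lists with 2 each, and the collagen list with 1 (Col1a1). Without tumour 1, 2 or 3 none of these lists was enriched among DESeq2's calls. The collagen list passed only without tumour 4 among the fits that left out 1 tumour. With no expression filter edgeR called 170 and 122 genes, with the interferon, elastic fibre and proteoglycan lists enriched among them, but its prior degrees of freedom for the dispersion were then 1588, against 5.94 with the filter, so that little spread of single genes entered the test. The paper reports collagen degradation and activation of metalloproteinases as lower. The metalloproteinase list used here holds no collagen chain and is not the paper's Reactome term, so its result is no test of that term. This list was not past the threshold with DESeq2 (adjusted p = 0.0551, one-sided Fisher's exact test). It was in DESeq2 without tumour 8 (adjusted p = 0.00226), a setting chosen after seeing the data. There, 9 of the 14 genes called lower in all 6 tumours were called again. The cytosolic DNA and STING list, whose pathways the paper reports as higher, had an adjusted p of 0.0766 among DESeq2's calls, 0.0127 among edgeR's calls with no expression filter, and 0.000321 in DESeq2 without tumour 5, also chosen after seeing the data, where 12 of the 17 genes called higher in all 6 tumours were called again. For STING protein the paper reports a non-significant increase by immunohistochemistry (Supplementary Figure S7B). The legend of Fig. 4B, on multiplex staining with CK8, reports a significant one, mainly in glandular epithelium. The legend of Supplementary Figure S8 gives a higher share of STING-positive cells. With its RNA data the paper proposes a global upregulation. The Tmem173 transcript had a log2 fold change of 0.22 with an adjusted p of 1.00 in edgeR. The settings tried gave 0.09 to 0.41, none with an adjusted p under 0.05.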

Other observations

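Other lists also differed between the groups in camera with its preset correlation, though none with an estimated one. Higher after RT were genes of MHC class I antigen presentation (median log2 fold change 0.59, adjusted p = 6.53e-06), senescence-associated secretion (0.36, adjusted p = 0.000242), complement and coagulation (0.37, adjusted p = 0.00538), basal epithelium (0.39, adjusted p = 0.00456), ribosomal proteins (0.18, adjusted p = 7.84e-05), skeletal muscle (0.89, adjusted p = 7.84e-05), adipocytes (0.92, adjusted p = 7.84e-05) and skin (2.51, adjusted p = 0.00113). Lower were genes of mast cells and eosinophils (median -0.68, adjusted p = 0.00172), fibroblasts (-0.20, adjusted p = 0.0129) and the mitochondrial genome (-0.31, adjusted p = 0.00378). Of these lists MHC class I, senescence and adipocytes were called in each fit that left out 1 tumour, and each of the others was lost in at least 1 of them, with adjusted p up to 0.97 (fibroblasts, without tumour 3). With the skin list score as a covariate the calls of the complement (adjusted p = 0.64), basal (0.14), skeletal muscle (0.62) and mitochondrial (0.11) lists were lost. Psmb10, of the immunoproteasome, had a log2 fold change of 0.95 and Tap1, the peptide transporter, of 1.03. The basal keratins Krt15 and Krt17 were called higher by DESeq2 (adjusted p = 0.0127 and 0.0218), with log2 fold changes of 1.72 and 1.58, the second 0.88 without tumour 8; both are also expressed in skin. Lists with no call were luminal prostate epithelium (adjusted p = 0.77), androgen response (0.063), cell cycle (0.53), endothelium (0.56), myofibroblasts and smooth muscle (0.53), dendritic cells (0.45), B and plasma cells (0.64), Schwann cells (0.15), erythrocytes (0.063) and the TGF-β response (0.91).

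For proteins that the paper measured in tissue or by flow cytometry, the transcripts had these values. Cd274 (PD-L1) was at 9.93 ± 7.86 CPM (SD, n = 3) at 0 Gy and 16.5 ± 6.59 CPM (SD, n = 3) after RT. Itgam (CD11b), which the paper reports as higher by immunohistochemistry, was at 29.7 ± 10.4 and 31.8 ± 14.5 CPM (SD, n = 3 each), with a log2 fold change of 0.09 (standard error 0.39). H2-Ab1 and H2-Aa (MHC class II) had log2 fold changes of 0.44 and 0.59 (-0.31 and -0.19 without tumour 4), and Ptprc (CD45) of 0.23. Casp3 and Mki67 had log2 fold changes of -0.34 and -0.35. None of these passed an adjusted p under 0.05 in edgeR. Of markers that define the line, Krt8 was at 55.3 ± 21.6 and 51.5 ± 25.4 CPM, Krt5 at 43.1 ± 29.7 and 92.4 ± 74.5 CPM, and Ar at 17.8 ± 7.40 and 14.1 ± 1.82 CPM (SD, n = 3 each at 0 Gy and after RT). Nkx3-1, on chromosome 14 of GRCm38 from 69190638 to 69194662, had 0 reads in all 6 tumours, which allows up to 0.638 to 1.00 CPM per tumour. By immunohistochemistry, however, the paper reports NKX3.1 protein across sections of DVL3 tumours. The cause of this difference between transcript and protein was not examined. Trp53 had 13 reads over the unirradiated and 19 over the irradiated tumours. Pten was at 52.6 ± 1.37 and 50.3 ± 7.13 CPM (SD, n = 3 each); where these reads lie relative to the deleted part, and how many come from host cells, was not examined, so this is no check of the deletion.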
